# Tracing the Transcriptomic Changes in Synthetic Trigenomic allohexaploids of *Brassica* Using an RNA-Seq Approach

**DOI:** 10.1371/journal.pone.0068883

**Published:** 2013-07-11

**Authors:** Qin Zhao, Jun Zou, Jinling Meng, Shiyong Mei, Jianbo Wang

## Abstract

Polyploidization has played an important role in plant evolution and speciation, and newly formed allopolyploids have experienced rapid transcriptomic changes. Here, we compared the transcriptomic differences between a synthetic *Brassica* allohexaploid and its parents using a high-throughput RNA-Seq method. A total of 35,644,409 sequence reads were generated, and 32,642 genes were aligned from the data. Totals of 29,260, 29,060, and 29,697 genes were identified in *Brassica* *rapa* , *Brassica* *carinata* , and *Brassica* allohexaploid, respectively. We compared 7,397 differentially expressed genes (DEGs) between *Brassica* hexaploid and its parents, as well as 2,545 nonadditive genes of *Brassica* hexaploid. We hypothesized that the higher ploidy level as well as secondary polyploidy might have influenced these changes. The majority of the 3,184 DEGs between *Brassica* hexaploid and its paternal parent, *B* *. rapa* , were involved in the biosynthesis of secondary metabolites, plant–pathogen interactions, photosynthesis, and circadian rhythm. Among the 2,233 DEGs between *Brassica* hexaploid and its maternal parent, *B* *. carinata* , several played roles in plant–pathogen interactions, plant hormone signal transduction, ribosomes, limonene and pinene degradation, photosynthesis, and biosynthesis of secondary metabolites. There were more significant differences in gene expression between the allohexaploid and its paternal parent than between it and its maternal parent, possibly partly because of cytoplasmic and maternal effects. Specific functional categories were enriched among the 2,545 nonadditive genes of *Brassica* hexaploid compared with the additive genes; the categories included response to stimulus, immune system process, cellular process, metabolic process, rhythmic process, and pigmentation. Many transcription factor genes, methyltransferases, and methylation genes showed differential expression between *Brassica* hexaploid and its parents. Our results demonstrate that the *Brassica* allohexaploid can generate extensive transcriptomic diversity compared with its parents. These changes may contribute to the normal growth and reproduction of allohexaploids.

## Introduction

Polyploidization is an important evolutionary process in eukaryotes, and it is believed that all angiosperms underwent a whole genome duplication event during their evolution [1]. Plant genome sequencing analysis has revealed that species once considered diploids, such as *Arabidopsis thaliana*, *Vinisvitifera* , *Oryza sativa*, and *Populus* *trichocarpa* , are possibly paleopolyploids [2–4] that experienced at least one whole genome duplication event followed by a process of genomic reorganization known as diploidization [5].

Allopolyploids originate through hybridization between different species followed by chromosome duplication. They have contributed to the origin of species and have driven the evolution of angiosperms [6]. The merging of genomes previously adapted to different environments allows allopolyploids to adapt to a wider range of environmental conditions [7]. Some important crops such as wheat, oat, cotton, coffee, and rapeseeds are allopolyploids [8]. The common occurrence of allopolyploids in nature suggests that they have a selective advantage, possibly due in part to heterozygosity and gene redundancy [9,10]. However, increasing gene and genome dosages in allopolyploids also leads to massive gene loss and genome rearrangement. Molecular studies have revealed dynamic and pervasive changes in the polyploid genome and transcriptome that vary among different allopolyploids; these include DNA sequence elimination [11,12], genome rearrangement [13,14], transposon activation [15,16], gene silencing [17], and alterations of gene expression [18,19].

Recent studies have indicated that the transcriptomic changes in allopolyploids may be an adaptive mechanism that facilitates the establishment of gene expression programs and the evolution of a stable species [20]. Changes in gene expression result in the subfunctionalization and neofunctionalization of genes. Subfunctionalization can occur when a homologous gene originating from one parental genome is silenced in specific organs, while the other is silenced in other organs. This is similar to homologs of the alcohol dehydrogenase gene *Adh* in *Gossypium hirsutum* [21]. The duplicated *BnPOX* in the allotetraploid *Brassica napus* retained its function by subfunctionalization of the homologs in different organs, as well as in response to biotic stress [22]. It has been suggested that subfunctionalization is a transition state to neofunctionalization [23]. Transcriptional subfunctionalization and neofunctionalization were both detected in allopolyploid cotton [24]. Changes in gene expression may vary in different allopolyploids, and thus further studies are required.

Molecular markers and microarray data have been applied to analyze genomic and transcriptomic changes in allopolyploids [13,25,26]. The sequencing-based method RNA-Seq allows the entire transcriptome to be surveyed in a high-throughput and quantitative manner. Compared with microarrays and other sequence-based approaches using DNA libraries, RNA-Seq has a low background signal, a large dynamic range of expression levels, more accurate quantification, and high levels of reproducibility [27]. Massively parallel sequencing of DNA using pyrosequencing technology has been applied to obtain an unbiased representation of *Arabidopsis* transcripts [28]. For *Medicago truncatula*, a single 454 Life Science GS20 sequencing approach using a normalized cDNA library has been used to identify novel genes and effectively detect transcript expression [29]. RNA-Seq has provided a powerful approach for determining the expression levels of transcripts and gene function annotation in rice and soybean [30–32]. RNA-Seq has also been applied to explore transcriptomic changes during berry development in grapes, to investigate the transcriptional response of sugar beets to vernalization and gibberellin treatment, and to identify genes involved in cucumber sex determination [16,33,34].

Many studies have used artificially synthesized polyploid materials to determine how duplicated genes and genomes maintain and lose functions during the early stages of polyploidization [35]. Synthesized polyploids can be compared with their direct parental lines, providing an advantage over natural polyploids. The genus *Brassica* is commonly used as a model system in which to perform molecular and phenotypic characterizations of polyploids. Also, the allotetraploid *B. napus* is often synthesized for polyploid studies [26,36]. The synthesized hexaploid *Brassica* is relatively rare, but has played an important role in allopolyploid studies [37]. However, little information is available for artificially synthesized polyploids after the first generation, possibly due to instability. Here, we used a relatively stable trigenomic *Brassica* allohexaploid material and its parents as an experimental system [38].

In this study, we applied RNA-Seq to identify differential gene expression and compared gene function between the trigenomic *Brassica* allohexaploid (BBCCAA, 2n = 54) and its parents. More differences in gene expression were observed between hexaploid *Brassica* and the paternal parent *B* *. rapa* (AA, 2n = 20) than between it and its maternal parent *B* *. carinata* (BBCC, 2n = 34). The differentially expressed genes were involved in a wide range of development and stress resistance processes.

## Materials and Methods

### Plant materials and RNA extraction

A trigenomic *Brassica* allohexaploid (BBCCAA genome) and its parents *B* *. carinata* (BBCC) and *B* *. rapa* (AA) were used in this study. The *B* *. carinata* (accession number CGN03953 in the Center for Genetic Resources, Wageningen, the Netherlands), and Chinese *B* *. rapa* (cultivar name, Dongkoutian) were grown and self-pollinated in the field of Huazhong Agricultural University. The trigenomic *Brassica* allohexaploid was generated by inter-specific hybridization followed with chromosome doubling, by using *B* *. carinata* as the maternal parent and *B* *. rapa* as the paternal parent in the year of 2004 [38]. The synthesized allohexaploid (code as C14) used in this study was in the fourth generation. After chromosome identification of the synthesized allohexaploid, it was confirmed to be euploid (2n=54). The plant materials were grown in a greenhouse at Hubei Academy of Agricultural Science under natural conditions of light and temperature (Wuhan, China). Young leaves from five replicate individuals of both parents and the allohexaploid were collected for RNA extraction when the materials have grown for three months.

For Illumina sequencing, total RNA was isolated using TRIzol reagent according to the manufacturer’s protocal (Invitrogen, Burlington, ON, Canada) and treated with RNase-free DNase I (Fermentas, Canada). RNA quality was confirmed using a 1% agarose gel with the RNA 6000 Nano Assay Kit and Agilent 2100 Bioanalyzer. The total RNA was stored at -80°C for later use.

### cDNA library construction and sequencing

Poly (A)-containing mRNA molecules were purified from total RNA using poly (T) oligo-attached magnetic beads. The mRNA was fragmented into small pieces (59±1bp) by treatment with divalent cations at elevated temperature. Then the double-stranded cDNA was synthesized using the SuperScript Double-Stranded cDNA Synthesized kit (Invitrogen, Camarillo, CA, USA) and random hexamer primers (Illumina, San Diego, CA, USA). The double-stranded cDNA was further subjected to end-repair and phosphorylation using T4 DNA polymerase, Klenow DNA polymerase and T4 PNK (Fermentas, canada). These repaired cDNA fragments were 3' adenylated using Klenow 3' to 5' exo-polymerase and ligated Illumina Paired-end adapters to the ends. The required fragments were separated by size on an agarose gel and excised from the gel. PCR was performed to enrich the purified cDNA fragments. After validation with a Bioanalyzer Chip DNA 1000 series II (Agilent, Santa Clara, CA, USA), the cDNA library was sequenced on an Illumina HiSeq2000 sequencing platform. Files containing reads sequence and quality scores were deposited in the Gene Expression Omnibus of National Center for Biotechnology Information with accession numbers GSE46299.

### Mapping of reads and expression analysis of genes

The raw Illumina sequencing files were base called into sequence data. We cleaned the raw reads by removing adapter sequences and low-quality sequences (reads has more than 50% of low-quality bases with a quality value ≤ 5). The *B* *. rapa* genome and gene information were downloaded from the *Brassica* database (BRAD, http://brassica.org/brad/) [39]. We used SOAPaligner/soap2 software to map the reads to the *B* *. rapa* reference genome with a permission of two base mismatches.

For gene expression analysis, the raw gene expression counts were measured by quantifying the number of reads that were mapped to the *B* *. rapa* genome sequences using ERANGE 4.0 software (http://woldlab.caltech.edu/gitweb/). ERANGE reports the number of mapped reads per kilobase of exon per million mapped reads, measuring the transcriptional activity for each gene [40].

### Gene annotation

To annotate the detected genes, a BLASTx search against the NCBI non-redundant protein (Nr) database (http://www.ncbi.nlm.nih.gov/) and the Swiss-Prot protein database was performed with an E-value threshold of less than 10^-5^. With Nr annotation, Blast2GO [41] was used to obtain GO annotation of genes according to molecular function, biological process and cellular component ontologies (http://www.geneontology.org/). WEGO [42] was used for GO functional classification of all genes and to plot the distribution of gene functions. Pathway assignments were carried out based on the KEGG database [43].

The putative TFs in these genes were got by querying *B* *. rapa* Transcription Factors in the Plant Transcription Factor Database (http://planttfdb.cbi.edu.cn/).

### Differential gene expression analysis

Significantly differential expressed genes were determined using R package DEGseq [44]. We defined genes with fold change ≥ 2 and FDR ≤ 0.001 as differentially expressed genes (DEGs). GO terms enrichment was performed to the DEGs. To group DEGs with similar expression patterns, a hierarchical clustering was generated using the expression values from each library. The analysis was conducted using MATLAB 7.8 software with Pearson correlation as the distance measure. The cluster tree concluded distinct clusters which contained genes with a unique expression profile by visual inspection.

## Results

### Illumina sequencing and the data analysis

We previously performed a *B* *. carinata* × *B* *. rapa* cross to double the genome, with *B* *. carinata* as the maternal parent and *B* *. rapa* as the paternal parent [38]. 

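RNA was taken from young leaves of B. rapa (AA, 20 chromosomes), B. carinata (BBCC, 34 chromosomes) and the Brassica hexaploid (BBCCAA, 54 chromosomes, generation 4) after 3 months of growth. Leaves of 5 individuals were collected from each line, and the files hold 1 library per line, so there are no replicates (n = 1 library per line). The authors aligned the reads to the B. rapa genome and deposited, for each gene with at least 1 uniquely mapped read, the raw number of uniquely mapped reads, the RPKM, the percent of the gene length that reads covered and the gene length in bp. Genes with 0 reads in a library are absent from its file and were given a count of 0. Each deposited RPKM equalled the reads scaled to the length of the gene and to the reads on genes of the library, with a largest relative deviation of 5.0e-15 over the 3 libraries. Gene expression was compared between libraries with the exact Audic-Claverie test on the raw numbers of reads and Benjamini-Hochberg adjustment over the genes with at least 1 read in either library. A DEG had an FDR of 0.001 or less and an RPKM ratio of at least 2, with an RPKM of 0 replaced by 0.001. With 1 library per line the test measures the sampling of reads and not the variation between plants, so none of the differences between lines could be compared with a replicate error.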

We used the RNA-Seq method to compare differences in gene expression between *Brassica* hexaploid and its parents. 

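Over the 3 libraries the files hold 18924305 reads on genes. The reads on genes were 65.22% of the total reads that Table 1 gives for B. rapa (95% Wilson interval 65.19 to 65.25), 43.50% for B. carinata (43.47 to 43.53) and 50.12% for the Brassica hexaploid (50.09 to 50.15). The median number of reads per detected gene was 67 in B. rapa, 39 in B. carinata and 44 in the Brassica hexaploid. The smallest share of the reads that a library could show, taken as 3 reads, was 0.377 in 1000000 reads on genes in B. rapa, 0.582 in B. carinata and 0.517 in the Brassica hexaploid. A single read on a gene of 1000 bp corresponded to an RPKM of 0.126, 0.194 and 0.172, respectively. The 10 genes with the most reads took 5.77% of the reads on genes in B. rapa, 6.10% in B. carinata and 6.81% in the Brassica hexaploid.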

Using the Illumina HiSeq 2000 platform, a total of 35,644,409 sequence reads (59 bp in length) were generated from cDNA libraries derived from *B* *. rapa* , *B* *. carinata* , and *Brassica* hexaploid. 

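Of the total reads in Table 1, 12216743 in B. rapa, 11859888 in B. carinata and 11567778 in the Brassica hexaploid, the files count 65.22%, 43.50% and 50.12% on genes. At these depths 1873 genes of B. rapa, 2026 of B. carinata and 2022 of the Brassica hexaploid rested on exactly 1 read. From these numbers a further 100000 total reads would have added about 15.3 genes in B. rapa, 17.1 in B. carinata and 17.5 in the Brassica hexaploid at the end of sequencing. After all libraries had been thinned to the smallest total of reads on genes, that of B. carinata, 32308 genes were detected in place of 32642.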

Each library generated more than 10 million reads, reaching the saturation level of gene identification. SOAPaligner/soap2 software was used to map the reads to the *B* *. rapa* reference genome (http://brassica.org/brad/) with a tolerance of two base mismatches. Reads that mapped to a unique sequence were the most critical subset of the RNA-Seq libraries, as they can explicitly identify a gene. 

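Uniquely mapped reads as listed in Table 1 were 8594083 in B. rapa, 5479383 in B. carinata and 6267830 in the Brassica hexaploid. Of these uniquely mapped reads, 92.7% were on genes in B. rapa, 94.2% in B. carinata and 92.5% in the Brassica hexaploid. The reads on genes were therefore 1.54 times as many in B. rapa as in B. carinata, although the total reads were similar. Mapping itself was done by the authors, and neither the unmapped nor the multiply mapped reads are in the files analysed here.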

In total, 70.35%, 46.20%, and 54.18% of reads uniquely matched to a genomic location in the *B* *. rapa* , *B* *. carinata* , and *Brassica* hexaploid libraries, while unmapped reads accounted for 23.39%, 46.37%, and 39.26%, respectively (Table 1). It is possible that *B* *. carinata* had the smallest percentage of mapped reads because of genome differentiation between *B* *. carinata* (BBCC) and *B* *. rapa* (AA, the reference genome for gene annotation). Meanwhile, the hexaploid received a middle-parent number. 

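With the numbers of Table 1, 54.18% of the reads of the Brassica hexaploid mapped uniquely, against a midpoint of 58.27% between the parents. A mean of the parents weighted 1:2 for B. rapa and B. carinata gives 54.25%. On genes alone, the Brassica hexaploid had 50.12% of its total reads (95% Wilson interval 50.09 to 50.15), a value between the 43.50% of B. carinata and the 65.22% of B. rapa. Each value comes from 1 library without replicates.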

Digital gene expression analysis was performed for the uniquely mapped reads. To compare transcript levels within and between samples, the raw read counts were normalized using a variation of the reads/Kb/million (RPKM) method. 

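The total used in the deposited RPKM was the number of reads on genes of each library, 1.54 times as large in B. rapa as in B. carinata. Scaling by the library total assumes that the libraries have a similar composition. The TMM factors of edgeR, which correct for composition, were 1.014 for B. rapa, 1.018 for B. carinata and 0.968 for the Brassica hexaploid. With the TMM effective library sizes in place of the library totals, the DEGs between the Brassica hexaploid and B. rapa changed from 5206 to 5136 and those between the Brassica hexaploid and B. carinata from 3598 to 3591. The 100 genes with the most reads held 20.1%, 21.0% and 20.8% of the reads on genes in B. rapa, B. carinata and the Brassica hexaploid.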

The RPKM method can avoid biases caused by different gene exon sizes and the different number of read sequences obtained from the three libraries.

**Table 1:** Number of reads matched to *B* *. rapa* genome.

	*B* *. rapa*	*B* *. carinata*	*Brassica* hexaploid
Total reads	12,216,743	11,859,888	11,567,778
Mapped reads	9,359,218 (76.61%)	6,360,133 (53.63%)	7,026,728 (60.74%)
Unique match	8,594,083 (70.35%)	5,479,383 (46.20%)	6,267,830 (54.18%)
Multi-position match	765,135 (6.26%)	880,750 (7.43%)	758,898 (6.56%)
Unmapped reads	2,857,525 (23.39%)	5,499,755 (46.37%)	4,541,050 (39.26%)

Our RNA-Seq data revealed 32,642 genes in *Brassica* hexaploid and its parents, accounting for 79.28% of the inferred genes in the *B* *. rapa* genome [39]. 

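At least 1 uniquely mapped read was counted on 32642 genes over the 3 libraries. B. rapa had 29260 detected genes, B. carinata 29060 and the Brassica hexaploid 29697. Genes over the 3 libraries together had a median of 123 reads, and 4124 genes had 1 to 4 reads. The number of detected genes moved most when an RPKM of at least 1 was required in place of 1 read, which left 27184 genes.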

To confirm whether the number of detected genes increased proportionally with the sequencing amount (total tag number), a saturation analysis was performed. The saturation trend (Figure 1) showed that the number of detected genes stopped increasing when the number of reads reached 2 million. 

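The number of genes expected at lower sequencing depths was computed from the deposited reads per gene by sampling without replacement. At 2000000 total reads, 25396.9 genes were expected in B. rapa, or 86.8% of those detected in the full library. The corresponding numbers were 24612.9 genes in B. carinata (84.7%) and 25408.4 in the Brassica hexaploid (85.6%). Between 2000000 reads and the full library 3863 genes were gained in B. rapa, 4447 in B. carinata and 4289 in the Brassica hexaploid. The gain per 100000 further reads fell from 126 genes at 2000000 reads to 15.3 at the end in B. rapa, from 157 to 17.1 in B. carinata and from 150 to 17.5 in the Brassica hexaploid. Genes with at least 30 reads rose from 8505 to 18952 in B. rapa over the same range, from 5781 to 16177 in B. carinata and from 6531 to 17273 in the Brassica hexaploid. From the flattening of its curves, the paper concludes that the number of detected genes had stopped increasing.

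**Figure D1:**
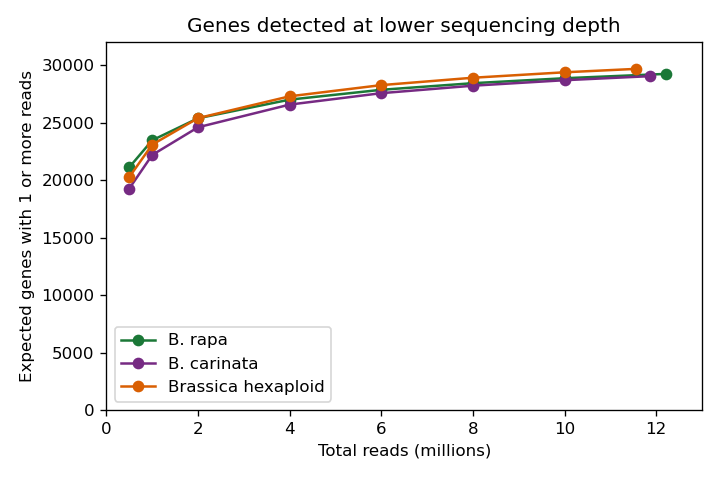
Expected number of genes with at least 1 uniquely mapped read (vertical axis) against total reads (horizontal axis, in units of 1000000 reads), 1 line per library, each point computed from the deposited reads per gene. The lines pass 25396.9, 24612.9 and 25408.4 genes at 2000000 reads in B. rapa, B. carinata and the Brassica hexaploid and end at 29260, 29060 and 29697.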

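Over the 3 libraries together 23160 of the 32642 detected genes had at least 30 reads, or 70.95%. In every library separately, 14443 genes (44.2%) had at least 30 reads.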

A total of 70.95% of the detected genes had at least 30 matching reads when including all three libraries. The genes matched to reads had different percentages of their sequences covered by the reads, possibly because of the heterogeneity and redundancy of mRNAs. 

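The deposited coverage is the percent of a gene's length that uniquely mapped reads covered. A coverage above 90% was found for 11195 genes of B. rapa (38.26%), 4342 of B. carinata (14.94%) and 7695 of the Brassica hexaploid (25.91%). The median coverage over all detected genes was 81.8% in B. rapa, 60.3% in B. carinata and 69.3% in the Brassica hexaploid. Coverage rose with the reads behind it, and genes covered above 90% had a median of 255 reads in B. rapa, 300.5 in B. carinata and 243 in the Brassica hexaploid. Among genes with 50 to 200 reads in the library concerned, the median coverage was 89.2%, 77.5% and 85.1%, so the order of the libraries remained at similar numbers of reads per gene.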

Genes having more than 90% of their sequence covered by reads constituted the most abundant category, accounting for 38%, 15%, and 26% of the matched genes in *B* *. rapa* , *B* *. carinata* , and *Brassica* hexaploid, respectively. 

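A coverage of 80% to 90% was found for 4035 genes of B. rapa (13.79%), 3995 of B. carinata (13.75%) and 4050 of the Brassica hexaploid (13.64%). These genes had a median of 89 reads in B. rapa, 141 in B. carinata and 95 in the Brassica hexaploid.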

The second most abundant category was genes with 80% to 90% sequence coverage. The percentages of matched genes were similar among the other eight categories, established according to increments of 10% (Figure 2).

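Across the 8 lower coverage classes the share of genes lay between 4.44% and 8.05% in B. rapa, between 7.22% and 11.99% in B. carinata and between 5.93% and 9.92% in the Brassica hexaploid. In B. rapa and the Brassica hexaploid the median number of reads per gene fell from 54 and 60 in the class of 70% to 80% to 1 in the class below 10%. The corresponding medians in B. carinata were 81 and 1.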

**Figure 1:**
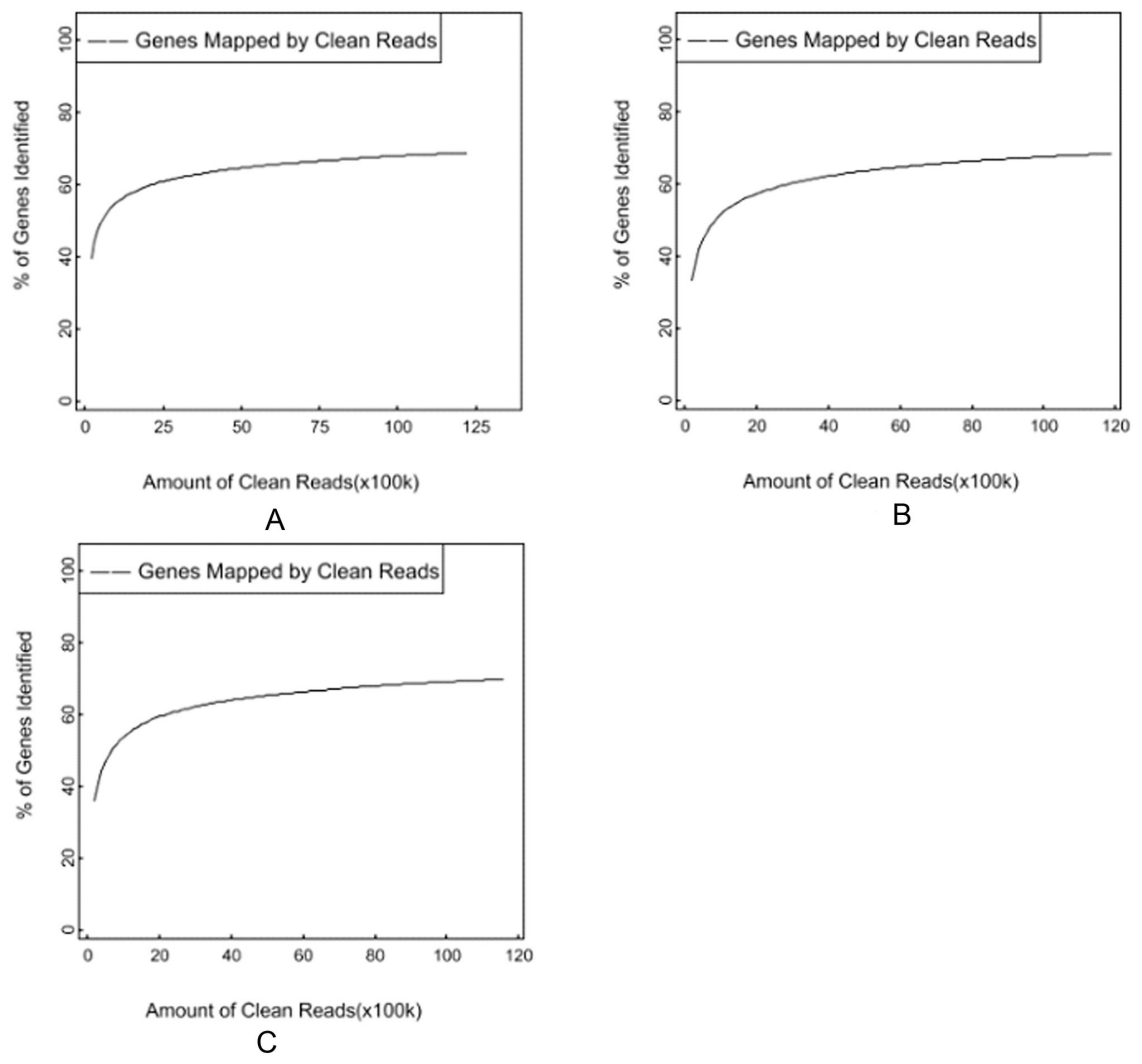
The saturation analysis of genes detected by sequencing reads. The gene saturation analysis are taken in the libraries of *B* *. rapa* (A), *B* *. carinata* (B), and *Brassica* hexaploid (C) respectively. The curve indicated that the number of detected genes almost ceases to increase when the number of reads reaches 2 million.

**Figure 2:**
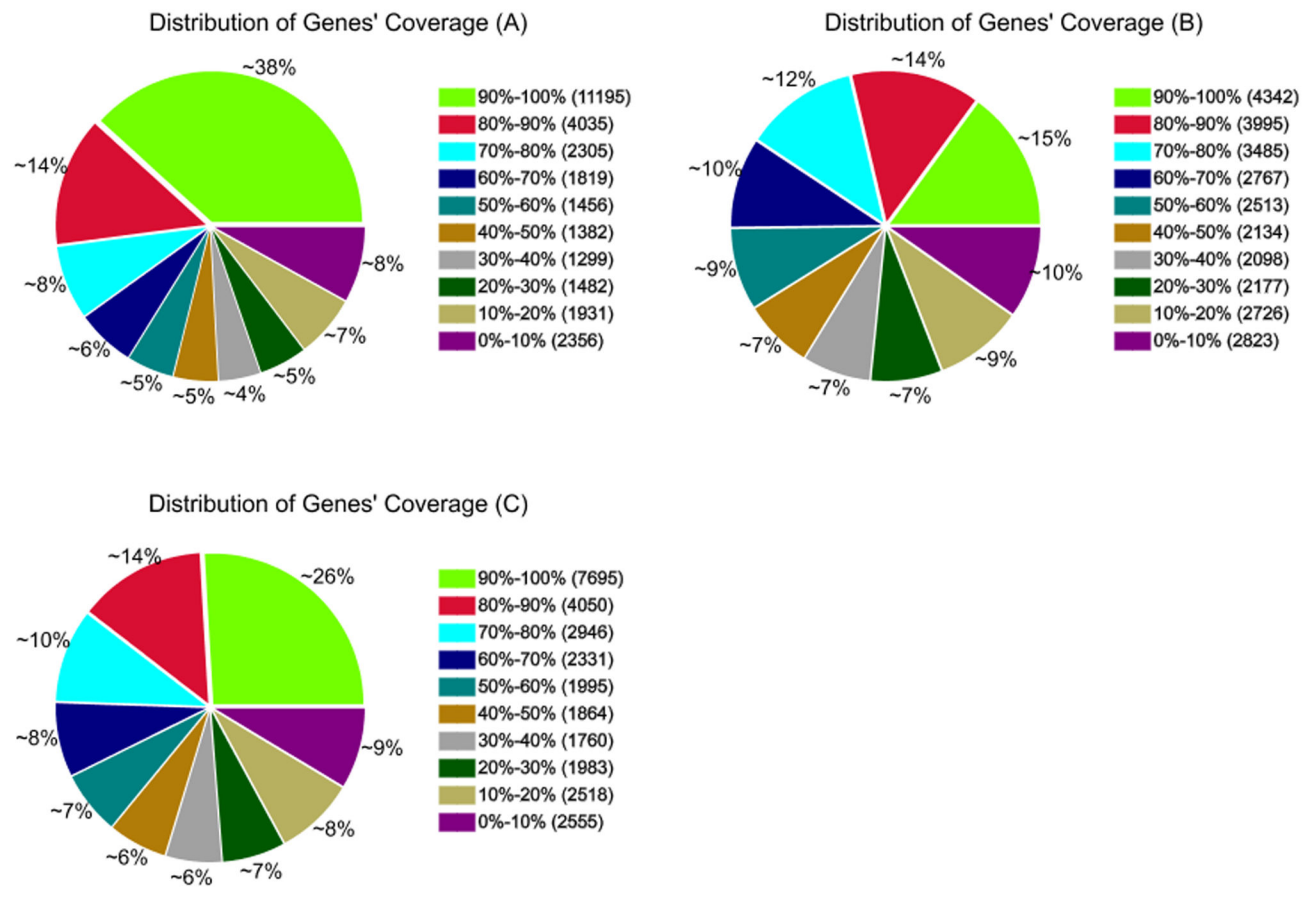
The different read coverage of genes in three libraries. The genes with different read coverage were indicated by different colours. The capital letters A, B, and C in brackets refer to libraries of *B* *. rapa* , *B* *. carinata* , and *Brassica* hexaploid respectively.

### Genes expressed in *Brassica* hexaploid and its parents, and their functional analysis

The 32,642 genes expressed in *Brassica* hexaploid and its parents had lengths of 100 to ≥ 2,000 bp. 

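In the deposited length column the 32642 detected genes were 150 to 16227 bp long, with a median of 1062 bp. Depth varied with length. Genes of 100 to 500 bp had a median of 27 reads over the 3 libraries, and genes of 2000 bp or more had a median of 380.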

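From the deposited lengths, 10024 detected genes were 500 to 1000 bp long (30.71%) and 8293 were 1000 to 1500 bp long (25.41%). At least 30 reads over the 3 libraries were found for 66.8% of the genes of 500 to 1000 bp and for 75.8% of those of 1000 to 1500 bp. DEGs in either comparison made up 22.8% and 24.3% of these classes.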

Genes of 500–1,000 bp were the most abundant, accounting for 30.71% of the total genes, and genes with lengths between 1,000 and 1,500 bp accounted for 25.41%. 

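Genes of 100 to 500 bp numbered 5048 (15.46%), those of 1500 to 2000 bp 4446 (13.62%) and those of 2000 bp or more 4831 (14.80%). At least 30 reads over the 3 libraries were found for 48.6%, 80.1% and 86.1% of these classes, and 17.9%, 25.1% and 23.5% of their genes were DEGs in either comparison.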

Genes with lengths of 100–500 bp, 1,500–2,000 bp, and ≥ 2,000 bp represented 15.46%, 13.62%, 14.80% of the total genes, respectively (Table 2).

**Table 2:** Gene sequence length distribution.

Gene length (bp)	Total number	Percentage
100-500	5048	15.46%
500-1000	10024	30.71%
1000-1500	8293	25.41%
1500-2000	4446	13.62%
≥2000	4831	14.80%
Total	32642	100%

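With at least 1 read as the criterion, 29260 genes were detected in B. rapa, 29060 in B. carinata and 29697 in the Brassica hexaploid, which are 89.6%, 89.0% and 91.0% of the 32642 genes. With at least 5 reads, the numbers were 25001, 24212 and 24880, the most in B. rapa. A minimum RPKM of 1 gave 23921, 24126 and 24549 genes, the fewest in B. rapa. Thinning of all libraries to the smallest total gave 28478 genes in B. rapa, 29060 in B. carinata and 29443 in the Brassica hexaploid. Each of these criteria thus changed the order of the libraries.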

Similar numbers of genes were detected in *B* *. rapa* , *B* *. carinata* , and the allohexaploid (Figure 3). 

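Reads were found in all 3 libraries for 25953 genes (79.5% of the detected genes), with a median of 209 reads over the libraries. Another 628 genes had reads in B. rapa and B. carinata only, 1552 in B. carinata and the Brassica hexaploid only, and 1289 in B. rapa and the Brassica hexaploid only. The medians of these genes, which had reads in a pair of libraries, were 5, 8 and 8 reads. Of the 628 genes, 374 (59.6%) had fewer than 5 reads in each library, so many of the missing detections were within reach of sampling at this depth. With a minimum of 5 reads the 4 classes held 21799, 569, 1143 and 1308 genes.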

Of the 25,953 genes shared by *Brassica* hexaploid and its parents, 628 were co-expressed in *B* *. rapa* and *B* *. carinata* , 1,552 were co-expressed in *B* *. carinata* and *Brassica* hexaploid, and 1,289 were co-expressed in *B* *. rapa* and *Brassica* hexaploid. However, 1,390 ( *B* *. rapa* ), 927 ( *B* *. carinata* ), and 903 ( *Brassica* hexaploid) genes were specifically expressed, respectively. 

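Reads in a single library were found for 1390 genes of B. rapa, 927 of B. carinata and 903 of the Brassica hexaploid. Of these, 672 (48.3%), 533 (57.5%) and 541 (59.9%) had exactly 1 read. Only 44 of the genes detected in B. rapa alone, 5 of those in B. carinata alone and 6 of those in the Brassica hexaploid alone had 30 reads or more. Against a library with 0 reads, the exact Audic-Claverie test reached an FDR of 0.001 from 11 reads in the Brassica hexaploid or 16 in B. rapa, and from 15 in the Brassica hexaploid or 12 in B. carinata. DEGs numbered 78 among the genes of B. rapa alone, 25 among those of B. carinata alone and 27 among those of the Brassica hexaploid alone. For the other genes, absence from the other libraries was not detectable at this depth. A minimum of 5 reads gave 1325, 701 and 630 genes.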

Among the 25,953 genes expressed in all three *Brassica* and the 3,469 genes co-expressed in two, many showed variable gene expression levels between *Brassica* hexaploid and its parents.

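Among the 25953 genes with reads in all 3 libraries, 6687 (25.8%) were DEGs between the Brassica hexaploid and at least 1 parent. Among the 3469 genes with reads in a pair of libraries, 634 (18.3%) were DEGs.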

**Figure 3:**
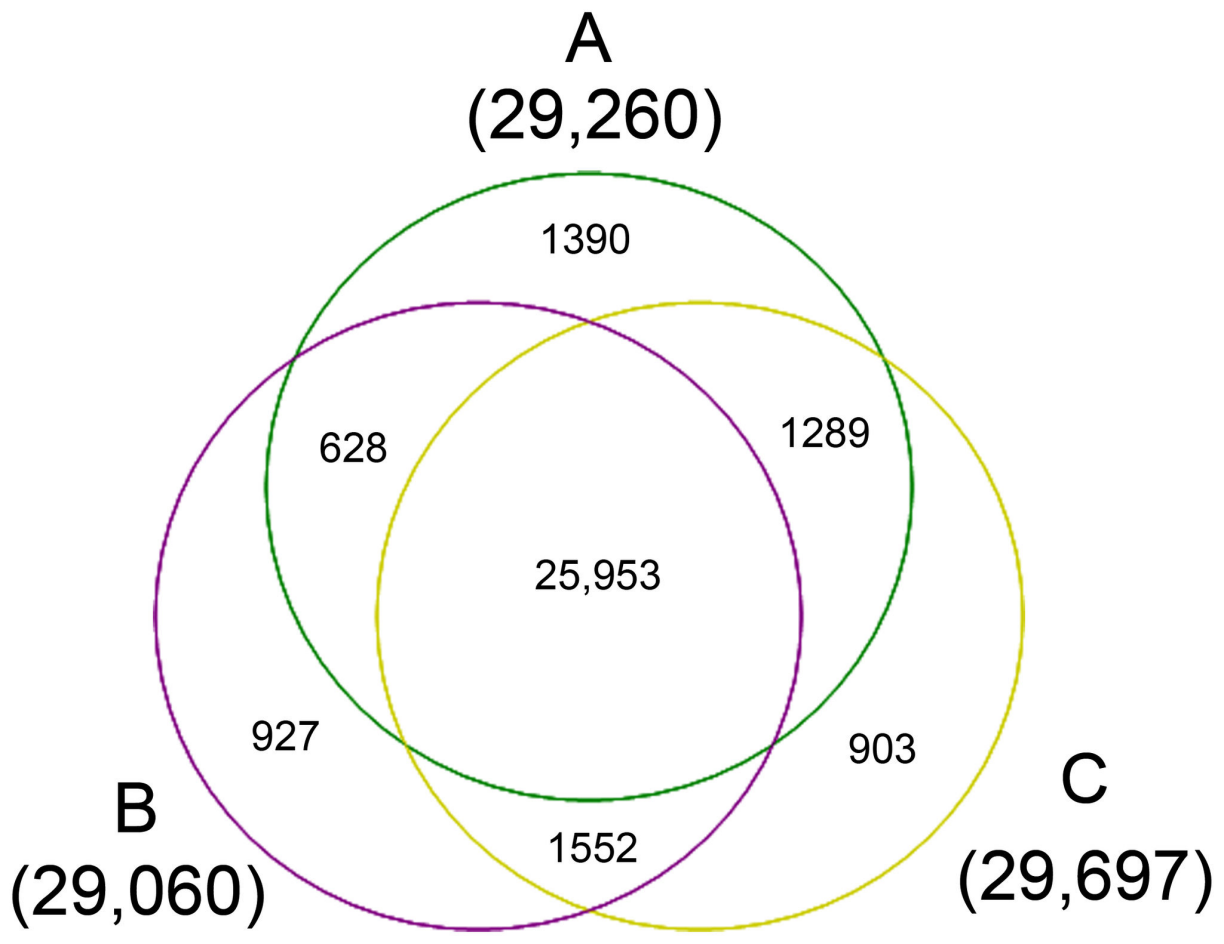
Venn diagram showing genes expressed in *Brassica* hexaploid and its parents. A, *B* *. rapa* ; B, *B* *. carinata* ; C, *Brassica* hexaploid.

To further explore the functional significance of all detected genes and the genes specifically expressed in each library, we assigned the gene sequences to gene ontology (GO) functional classes (http://www.geneontology.org/) using Blast2GO (version 2.3.5) (http://www.blast2go.org/). 

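The GO columns of the files assign at least 1 term to 24658 of the 32642 detected genes (75.54%), with 1991 different terms. A cellular component term was assigned to 18412 genes, a molecular function term to 19329 and a biological process term to 18408.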

A total of 32,642 genes were detected, and 24,658 (75.54%) had at least one GO annotation based on sequence similarity. We categorized these 24,658 genes according to the secondary classification of GO terms, assigning genes to 46 functional groups of the three main GO classification categories (Figure 4). Genes were classified into 26 functional groups of the biological process GO category, 11 functional groups of the molecular function category, and nine functional groups of the cellular component category. 

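The files carry the GO terms as they were assigned to each gene, without the terms above them in the ontology, so the second-level classes of Figure 4 could not be counted from them. As directly assigned terms, metabolic process was attached to 944 genes and cellular process to 283.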

The terms cellular process (GO:0009987) and metabolic process (GO:0008152), which included 12,537 and 12,007 genes, respectively, were dominant in biological process category. In the molecular function and cellular component categories, the terms binding (GO:0005488) and cell (GO:0005623) were most significantly enriched, with 18,115 and 10,922 genes, respectively. There was also an enrichment for the terms response to stimulus (GO:0050896), catalytic activity (GO:0003824), and cell part (GO:0044464) in the three main categories. 

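GO terms were tested as assigned in the files among 720 annotated genes detected in B. rapa alone, 557 in B. carinata alone and 588 in the Brassica hexaploid alone, against the 24658 annotated genes. Iron ion binding was assigned to 4.03% of the genes of B. rapa alone and 1.72% of the others (adjusted p = 0.042, one-sided hypergeometric test, equal to a one-sided Fisher exact test, over 995 terms). In the genes of the Brassica hexaploid alone the shares were 4.93% and 1.71% (adjusted p = 9.0e-04, same exact test). Oxidoreductase activity was assigned to 3.19%, 2.69% and 4.08% of the genes of B. rapa, B. carinata and the Brassica hexaploid alone, against 1.93%, 1.95% and 1.92% of the others, and passed an adjusted p of 0.05 in none of the 3. Transition metal ion binding was assigned to 7.22%, 5.57% and 7.82% of the genes and to 8.15%, 8.18% and 8.13% of the others. As directly assigned terms, transition metal ion binding, metal ion binding and binding did not pass. These numbers leave out genes assigned only to terms below them, such as iron ion binding, so they cannot show whether the whole classes were enriched. In all, 2 terms passed for B. rapa, 1 for B. carinata and 3 for the Brassica hexaploid. Most genes in these sets had fewer than 5 reads, namely 81.9%, 88.9% and 89.7%.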

Among the genes specifically expressed in *B* *. rapa* (1,390 genes), *B* *. carinata* (927 genes), and *Brassica* hexaploid (903 genes), we observed a similarly high distribution of genes encoding proteins involved in metal ion binding and antioxidation, with enrichment of the GO terms transition metal ion binding, metal ion binding, binding, and oxidoreductase activity.

**Figure 4:**
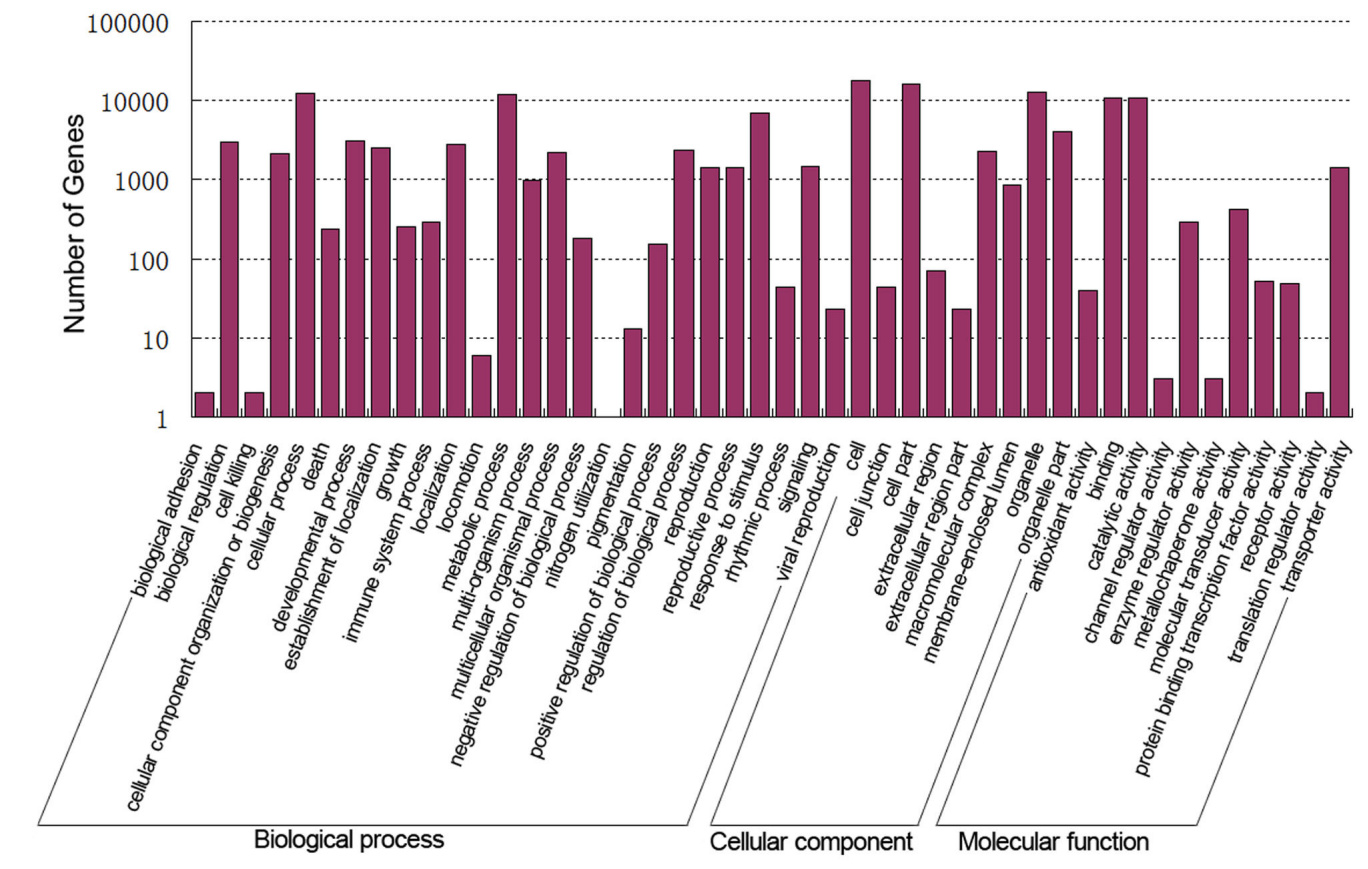
Gene ontology (GO) annotations of all detected genes. The histogram shows the result of classifying 24658 genes to the secondary classification of GO terms. The y-axis indicates the number of genes in a functional term.

Pathway enrichment analysis was performed on all expressed transcripts by mapping them to reference canonical pathways in the Kyoto Encyclopedia of Genes and Genomes (KEGG) (http://www.genome.ad.jp/kegg/). A total of 21,092 genes were mapped to 125 KEGG pathways. Pathways with the highest numbers of genes included metabolic pathways (4,529 genes), biosynthesis of secondary metabolites (2,547 genes), plant–pathogen interactions (1,867 genes), and plant hormone signal transduction (1,684 genes) (Table S1). These pathways are involved in major growth processes and stress reactions in plants.

### Differentially expressed genes and functional analysis

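The test was applied to 31715 genes with at least 1 read in the Brassica hexaploid or B. rapa and to 31252 genes with at least 1 read in the Brassica hexaploid or B. carinata. The main test was the exact Audic-Claverie test that the paper names for its DEGs. A Poisson likelihood ratio test on the same reads gave 5526 DEGs against B. rapa and 3790 against B. carinata, and the MA-plot model of DEGseq, which the Methods name, gave 5432 and 3705.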

Differentially expressed genes (DEGs) between the *Brassica* hexaploid and its parents were identified using a likelihood ratio test [45] to compare the gene RPKM values. Applying the algorithm test built by Audic et al. [46], we considered significantly altered genes to be those with expression changes of at least two-fold and false discovery rates (FDR) of no more than 0.001. 

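An FDR of 0.001 or less at any ratio was reached by 8960 genes in the comparison of the Brassica hexaploid with B. rapa and by 6484 in that with B. carinata. A ratio of at least 2 at any FDR was reached by 13185 and 11287 genes. Both criteria were met by 5206 genes (16.4% of those tested) and 3598 genes (11.5%). The median number of reads of both libraries together was 148 for the DEGs against B. rapa, compared with 97 for all tested genes. For the DEGs against B. carinata it was 145.5, compared with 75.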

As a result, 7,397 genes showed significant differential expression between *Brassica* hexaploid and its parents. 

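DEGs in either comparison of the Brassica hexaploid with its parents numbered 7451, or 22.8% of the detected genes. Of these, 7348 had a ratio against both parents and 103 had no reads in the Brassica hexaploid and in 1 parent. These numbers rest on sampling noise alone, since each line has 1 library. When a biological coefficient of variation of 0.4 between libraries was assumed in the exact test of edgeR, the number was 289, the largest change among the alternatives. What this means for variation between plants depends on whether the leaves of the 5 individuals were pooled, which is not stated. The paper's lists of Tables S2 and S3 hold 7500 different genes, of which 7397 had a ratio against both parents in the files.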

Comparing *Brassica* hexaploid and *B* *. rapa* , 2,670 genes were upregulated and 2,578 genes were downregulated (Figure 5 and Table S2). 

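In the Brassica hexaploid compared with B. rapa, 2553 genes were upregulated and 2653 downregulated in the deposited reads, 5206 in all. The upregulated share was 49.0% (95% Wilson interval 47.7 to 50.4), near an even split with the library totals as normalization (p = 0.17, exact binomial test). This balance depended on the processing, with 2782 upregulated and 2354 downregulated genes under TMM effective library sizes, 1382 and 810 at a ratio of at least 4, and 995 and 526 with an assumed biological coefficient of variation of 0.2. The genes with the largest increase among those with at least 10 reads in both libraries were Bra027359, annotated as epithiospecifier modifier, Bra013863, annotated as superoxide dismutase, and Bra023798, annotated as ELIP. Bra013863 had 4114 reads in the Brassica hexaploid and 37 in B. rapa, an RPKM of 1110.5 against 7.27 and a log2 ratio of 7.26 (95% Clopper-Pearson interval 6.79 to 7.76). Bra027359 had 1430 reads against 10 and a log2 ratio of 7.62 (6.74 to 8.68), and Bra023798 had 2021 against 22 and a log2 ratio of 6.98 (6.38 to 7.66). The largest decreases were in Bra021082, annotated as (E)-beta-ocimene synthase, with 11 reads against 540 and a log2 ratio of -5.16 (-6.17 to -4.31), Bra008163, annotated as IQD31, with a log2 ratio of -4.90, and Bra015797, annotated as a subunit of vacuolar ATPase, with a log2 ratio of -4.69. Among DEGs with 0 reads in a library, Bra014162 had the most reads upward, 725 in the Brassica hexaploid, and Bra008055 the most downward, 1417 in B. rapa. With an assumed biological coefficient of variation of 0.4, 143 genes were upregulated and 46 downregulated.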

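Compared with B. carinata, 2200 genes were upregulated and 1398 downregulated in the Brassica hexaploid, 3598 in all. The upregulated share was 61.1% (95% Wilson interval 59.5 to 62.7; p = 5.3e-41, exact binomial test against an even split). The largest increases among genes with at least 10 reads in both libraries were in Bra021965, annotated as abscisic acid 8'-hydroxylase CYP707A3, with 1300 reads against 12 and a log2 ratio of 6.59 (95% Clopper-Pearson interval 5.78 to 7.55), in Bra013863, annotated as superoxide dismutase, with a log2 ratio of 6.41 (5.98 to 6.88), and in Bra004633, a hypothetical protein, with a log2 ratio of 5.87 (5.12 to 6.75). The largest decreases were in Bra029212, annotated as flavonol synthase 3, with 10 reads against 253 and a log2 ratio of -4.83 (-5.91 to -3.93), Bra018429, annotated as polygalacturonase, with a log2 ratio of -4.38, and Bra031937, an unnamed protein product, with a log2 ratio of -4.36. Bra024736 had 2221 reads in the Brassica hexaploid and 0 in B. carinata, and Bra004262 had 239 reads in B. carinata and 0 in the Brassica hexaploid. Under an assumed biological coefficient of variation of 0.4 the numbers were 105 upregulated and 9 downregulated genes.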

Compared with *B* *. carinata* , *Brassica* hexaploid had 2,274 upregulated genes and 1,370 downregulated genes (Figure 5 and Table S3). The total value based on the fold change of DEGs between *Brassica* hexaploid and *B* *. rapa* was 15,640.92. 

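Summed over the 5206 DEGs found here, the absolute log2 RPKM ratios between the Brassica hexaploid and B. rapa came to 15414.0. Over the genes of the paper's Table S2 the sum was 15640.9. The mean absolute log2 ratio per DEG was 2.96 and the median 1.76. A part of the sum came from 439 DEGs with 0 reads in a library, whose ratios rest on the RPKM of 0.001 that stands for 0 and which added 5397.15. The 0.5 read added to every count instead gave a sum of 12410.8.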

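The absolute log2 RPKM ratios of the 3598 DEGs between the Brassica hexaploid and B. carinata summed to 10174.8, and those of the genes of the paper's Table S3 to 10371.1. The mean per DEG was 2.83 and the median 1.80. The 239 DEGs with 0 reads in a library contributed 3046.15. Adding 0.5 read to every count gave a sum of 8380.71.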

Between *Brassica* hexaploid and *B* *. carinata* , the value was 10,371.10. These values suggest that there were more DEGs with larger differences in expression between *Brassica* hexaploid and *B* *. rapa* .

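The sums of 15414.0 and 10174.8 differ in the number of DEGs more than in the size of each difference. Among DEGs with reads in both libraries, the mean absolute log2 ratio was 2.10 against B. rapa and 2.12 against B. carinata. The means over all DEGs were 2.96 and 2.83, and the medians 1.76 and 1.80. With 0.5 read added to every count the means were 2.38 and 2.33. In number, the excess of DEGs against B. rapa over B. carinata was 1608, and 75 when a biological coefficient of variation of 0.4 was assumed. From the larger sum, the paper proposes that there were more DEGs with larger differences between the Brassica hexaploid and B. rapa.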

**Figure 5:**
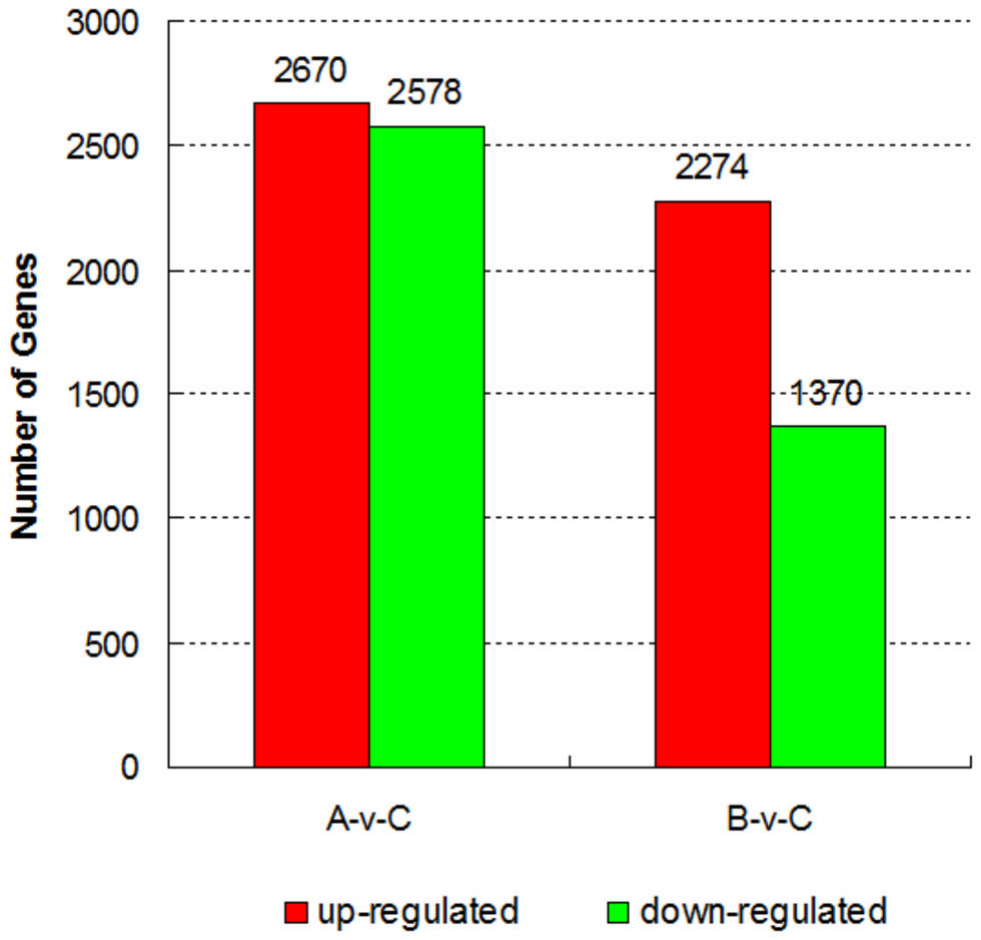
Differentially expressed genes detected between *Brassica* hexaploid and its parents. The number of up-regulated and down-regulated genes between *Brassica* hexaploid (C) and *B* *. rapa* (A), *Brassica* hexaploid (C) and *B* *. carinata* (B) are revealed.

Using GO term enrichment analysis, we categorized the DEGs between *Brassica* hexaploid and *B* *. rapa* and between *Brassica* hexaploid and *B* *. carinata* according to the secondary classification of GO terms. There were genes belonging to eight, nine, and 20 functional groups in the three main GO classification categories: molecular function, cellular component, and biological process, respectively (Figure 6). 

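The GO terms of the files are those assigned directly to each gene, without the terms above them, so the second-level groups of Figure 6 could not be counted again. As directly assigned, binding was attached to 334 of the 4145 annotated DEGs against B. rapa (8.06%, others 8.69%) and to 287 of the 2923 annotated DEGs against B. carinata (9.82%, others 8.41%). Metabolic process was attached to 191 DEGs against B. rapa (4.61%, others 3.67%) and 127 against B. carinata (4.34%, others 3.76%).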

The terms binding (GO:0005488) and metabolic process (GO:0008152) were dominant in the molecular function and biological process categories. 

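Cell part was assigned directly to 292 annotated DEGs between the Brassica hexaploid and B. rapa (7.04%, others 7.06%) and to 217 between the Brassica hexaploid and B. carinata (7.42%, others 7.01%). The component terms with the strongest enrichment were extracellular region among the DEGs against B. rapa, with 183 genes (4.41%, others 2.43%, adjusted p = 1.5e-08 from the one-sided hypergeometric exact test), and large ribosomal subunit among the DEGs against B. carinata, with 75 genes (2.57%, others 0.73%, adjusted p = 6.2e-14 from the same exact test).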

In the cellular components category, the terms cell (GO:0005623) and cell part (GO:0044464) were equally common and occurred more frequently than the other functional groups in this category. 

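Among 995 directly assigned GO terms tested in each comparison, 35 were over-represented in the DEGs against B. rapa and 51 in those against B. carinata. Defense response was attached to 4.20% of the DEGs against B. rapa (others 2.43%, adjusted p = 6.0e-07, one-sided hypergeometric exact test) and to 4.82% of those against B. carinata (others 2.45%, adjusted p = 9.9e-10, same exact test). Response to carbohydrate stimulus reached 4.17% among the DEGs against B. carinata (others 0.93%, adjusted p = 2.9e-30, same exact test). Catalytic activity, transporter activity, cellular process and response to stimulus, as directly assigned, passed in neither comparison. Their shares among the DEGs against B. rapa were 2.63%, 0.024%, 1.11% and 0.77%. When a biological coefficient of variation of 0.4 was assumed for the DEGs, 6 terms passed against B. rapa and 9 against B. carinata.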

The catalytic activity (GO:0003824), transporter activity (GO:0005215), organelle (GO:0043226), cellular process (GO:0009987), and response to stimulus (GO: 0050896) functional groups were also significantly enriched in DEGs between *Brassica* hexaploid and its parents.

**Figure 6:**
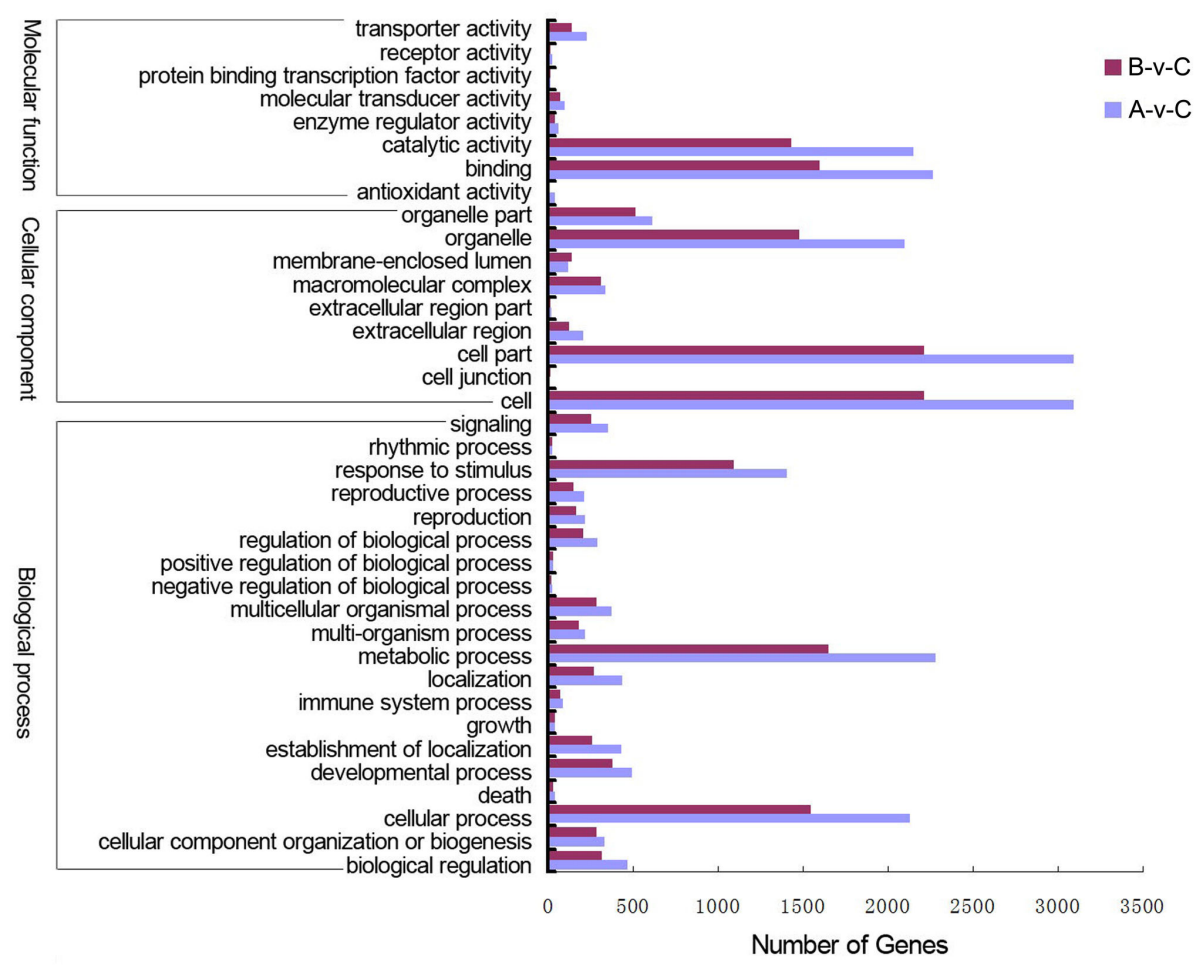
Functional annotation of DEGs between *Brassica* hexaploid and its parents based on GO terms. DEGs between *Brassica* hexaploid (C)- *B* *. rapa* (A) and *Brassica* hexaploid (C)- *B* *. carinata* (B) are grouped to the secondary classification of GO terms. There are 8, 9, and 20 functional groups in the three main categories (molecular function, cellular component, and biological process) of GO classification, respectively.

Mapping of the DEGs to KEGG pathways revealed significant enrichment of specific pathways compared with the distribution of the whole transcriptome. Among the DEGs between *Brassica* hexaploid and its paternal parent, 3,184 had a KEGG pathway annotation. Pathways related to secondary metabolite biosynthesis, amino acids, nitrogen, sulfur, lipid, vitamin B6 metabolism, plant–pathogen interactions, photosynthesis, and circadian rhythm were overrepresented. Between *Brassica* hexaploid and its maternal parent, 2,233 DEGs mapped to KEGG pathways, with enrichment of pathways regarding plant–pathogen interactions, plant hormone signal transduction, ribosomes, limonene and pinene degradation, photosynthesis, and the biosynthesis of secondary metabolites such as stilbenoid, diarylheptanoid, gingerol, glucosinolate, flavone, and flavonol. Thus, the DEGs between *Brassica* hexaploid and its parents were involved in a wide range of plant physiological processes that may be essential for the differences in morphology and physiology between *Brassica* hexaploid and its parents.

### Clustering of differentially expressed genes

We generated a hierarchical clustering of the 7,397 DEGs to examine the similarity and diversity of expression profiles. The RPKM value was transformed by dividing the value of a gene in one library by the control library value, and this was then expressed as the binary logarithm. 

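The values of the paper's Table S4 were recomputed from the deposited RPKM. All 1392 genes matched the binary logarithm of the RPKM of a parent divided by that of the Brassica hexaploid, with 0.001 in place of an RPKM of 0, to within 5.0e-05. The Brassica hexaploid is thus the control library in that table, and a negative value there means higher expression in the Brassica hexaploid.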

Figure 7 shows the results as displayed by Java Treeview. The transformed values are represented by different colors, with red representing positive values and green representing negative values.

**Figure 7:**
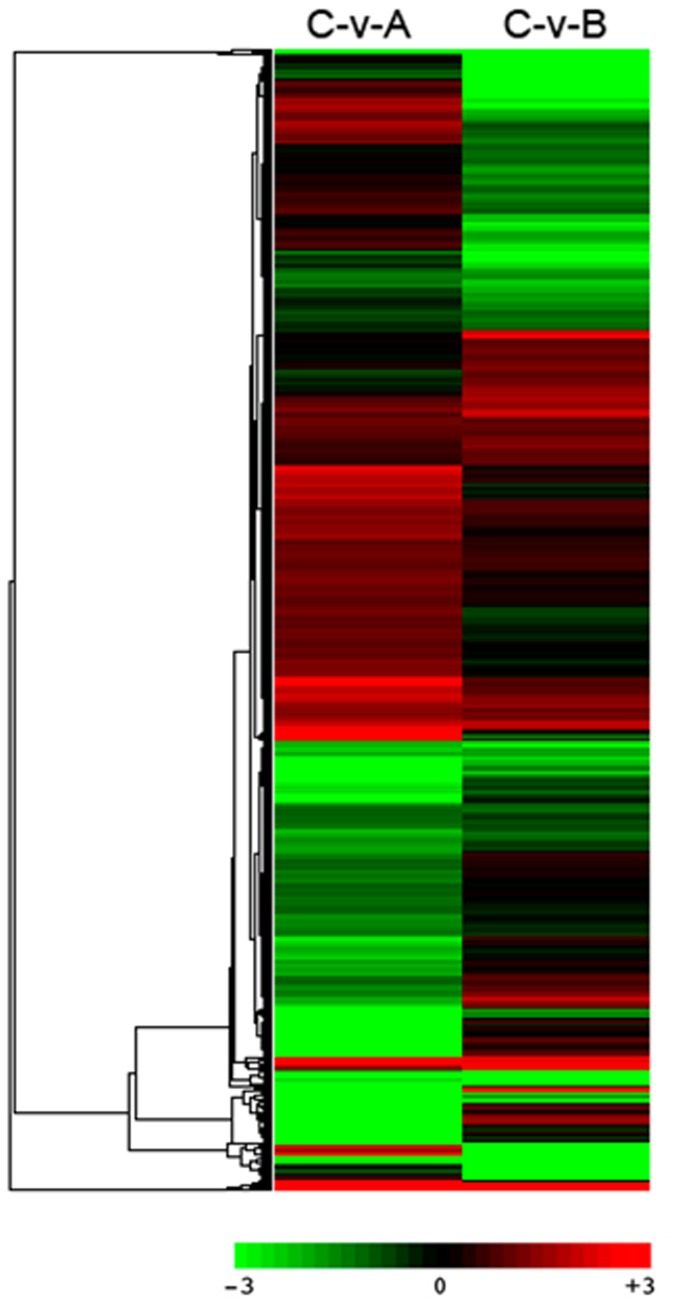
Hierarchical clustering analysis of 7397 DEGs based on log ratio RPKM data. A, *B* *. rapa* ; B, *B* *. carinata* ; C, *Brassica* hexaploid. The column represents individual experiment, and row represents individual gene. Genes up-regulated is represented by red, and genes down-regulated is represented by green.

We analyzed the associations among DEGs based on the correlations and differences among their expression patterns as revealed by the hierarchical clustering. 

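DEGs in both comparisons numbered 1353 in the deposited reads, and 1392 genes are common to the paper's Tables S2 and S3. DEGs only against B. rapa numbered 3853 and those only against B. carinata 2245. The genes were placed in 4 clusters here by the direction of their change against each parent and not by hierarchical clustering. The number of shared DEGs responded most to an assumed biological coefficient of variation of 0.4, which left 14.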

We classified 1,392 genes with significant differential expression between *Brassica* hexaploid and *B* *. rapa* and between *Brassica* hexaploid and *B* *. carinata* into four expression patterns using two-dimensional hierarchical clustering. Cluster 1 had 319 genes; cluster 2 had 218; cluster 3 had 187; and cluster 4 had 668 (Figure 8 and Table S4). 

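Grouped by direction against each parent, 321 genes were in cluster 1, 212 in cluster 2, 181 in cluster 3 and 639 in cluster 4. Of the paper's Table S4 genes, 319, 212, 181 and 639 fell into the same clusters here. Genes above or below both parents, in clusters 1 and 4, made up 71.0% of the 1353. With TMM effective library sizes the clusters held 264, 201, 161 and 715 genes, and with an assumed biological coefficient of variation of 0.4 they held 0, 0, 0 and 14.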

Cluster 4, the most abundant group, was composed of genes with the highest expression in *Brassica* hexaploid. 

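Cluster 4 held 639 genes, 47.2% of the DEGs in both comparisons. Their median RPKM was 18.56 in the Brassica hexaploid, 3.23 in B. rapa and 3.04 in B. carinata, and the median log2 ratio was 2.41 against B. rapa and 2.42 against B. carinata. In 89 of these genes at least 1 parent had 0 reads. Bra013863, annotated as superoxide dismutase, had 4114 reads in the Brassica hexaploid, 37 in B. rapa and 43 in B. carinata. A ratio of at least 4 reduced the cluster to 274 genes.

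**Figure D2:**
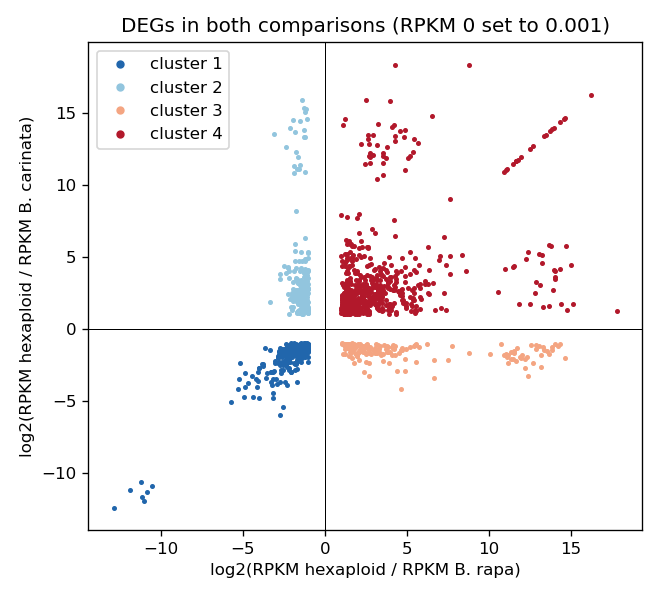
Log2 ratio of the RPKM of the Brassica hexaploid to that of B. carinata (vertical axis) against its log2 ratio to B. rapa (horizontal axis), 1 point for each of the 1353 DEGs in both comparisons, coloured by cluster. The detached groups of points far from the center belong mostly to genes with 0 reads in a library, whose RPKM was set to 0.001. The upper right part, above both parents, holds 639 genes and the lower left 321.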

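In cluster 1, 321 genes (23.7% of the DEGs in both comparisons) were lower in the Brassica hexaploid than in both parents. Their median RPKM was 5.71 in the Brassica hexaploid, 20.14 in B. rapa and 17.42 in B. carinata, with median log2 ratios of -1.66 and -1.54. Only 7 of them had no reads in the Brassica hexaploid. Bra029212, annotated as flavonol synthase 3, had 10 reads in the Brassica hexaploid, 222 in B. rapa and 253 in B. carinata. With a ratio of at least 4, 74 genes remained.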

As the second most abundant group, cluster 1 contained genes negatively modulated in *Brassica* hexaploid compared with its parents. 

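Cluster 2 held 212 genes (15.7%), with a median RPKM of 39.05 in B. rapa, 13.81 in the Brassica hexaploid and 2.21 in B. carinata. The median log2 ratio of the Brassica hexaploid was -1.33 against B. rapa and 2.44 against B. carinata, and 23 genes had 0 reads in a parent. An FDR threshold of 0.05 enlarged the cluster to 349 genes, and a ratio of at least 4 cut it to 15.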

Genes in cluster 2 were downregulated in *Brassica* hexaploid compared with its paternal parent *B* *. rapa* , and were upregulated compared with its maternal parent *B* *. carinata* . Conversely, cluster 3 included genes upregulated in *Brassica* hexaploid compared with *B* *. rapa* and downregulated compared with *B* *. carinata* .

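Cluster 3 held 181 genes (13.4%), with a median RPKM of 0.99 in B. rapa, 9.33 in the Brassica hexaploid and 29.01 in B. carinata. The median log2 ratio was 3.04 against B. rapa and -1.39 against B. carinata, and 39 genes had 0 reads in a parent. With a ratio of at least 4 the cluster fell to 26 genes.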

**Figure 8:**
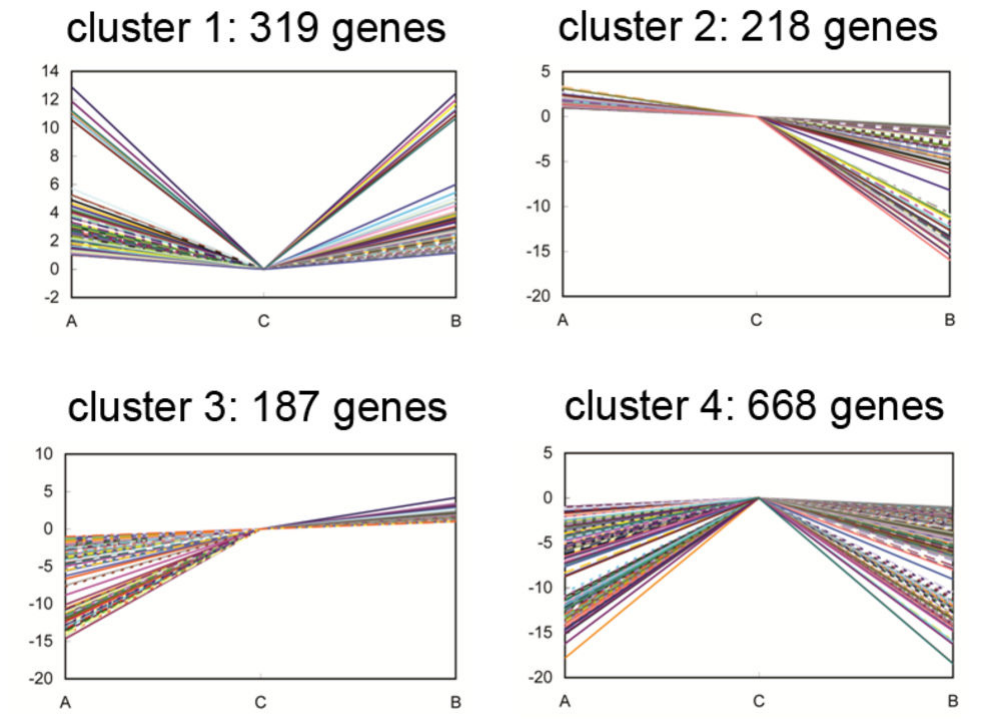
Four clusters of gene expression pattern. A, *B* *. rapa* ; B, *B* *. carinata* ; C, *Brassica* hexaploid. The four clusters of gene expression pattern were grouped by up or down regulation in *Brassica* hexaploid compared to its parents.

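Of the 7451 DEGs in either comparison, 7348 had a direction against both parents and were placed in the 4 groups. The remaining 103 had no reads in the Brassica hexaploid and in 1 parent. Only 1353 of the genes passed the thresholds against both parents, so for most genes of a group the direction against 1 parent was below the thresholds.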

We also categorized 7,397 DEGs showing differential expression between *Brassica* hexaploid and *B* *. rapa* or *Brassica* hexaploid and *B* *. carinata* into four groups (Table S5). Genes in groups 1, 2, 3, and 4 had the same expression profiles as genes in clusters 1, 2, 3, and 4. There were 2,016, 1,701, 1,327, and 2,353 genes in groups 1, 2, 3, and 4, respectively. 

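By direction against each parent, 2085 genes were in group 1 (28.4%), 1697 in group 2 (23.1%), 1292 in group 3 (17.6%) and 2274 in group 4 (30.9%). The median log2 ratios against B. rapa were -1.38, -1.13, 1.72 and 1.54, and those against B. carinata -1.04, 1.42, -0.84 and 1.38. TMM effective library sizes, which lower the size of the Brassica hexaploid library, changed the groups to 1761, 1684, 1249 and 2589 genes. Assuming a biological coefficient of variation of 0.4 left 31, 44, 53 and 144.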

We calculated the functional category abundance in the four groups and identified differences in gene distribution. Excluding genes encoding proteins with functions in adenyl ribonucleotide binding, nucleic acid binding, transition metal ion binding, protein binding, structural molecule activity, and protein kinase activity (which were enriched in all four groups), there were more genes involved in molecular transducer activity, hydrolase activity, and protein phosphatase regulator activity in group 1, and more genes in the functional categories of metal ion binding, transcription regulator activity, carboxylesterase, and DNA binding in group 2. 

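The molecular function terms named by the paper were counted, as directly assigned, among the 1635, 1273, 1108 and 1893 annotated genes of groups 1 to 4. Each of 23 terms was compared across the 4 groups with a chi-square test on the numbers of genes, with Benjamini-Hochberg adjustment, and 7 had an adjusted p of 0.05 or less. Structural molecule activity differed most, with 4.16%, 0.55%, 11.01% and 0.74% of the genes in groups 1 to 4 (adjusted p = 3.5e-54, chi-square count test). Nucleic acid binding was assigned to 7.46%, 5.18%, 7.58% and 5.28% (adjusted p = 0.029, chi-square count test) and protein kinase activity to 3.91%, 5.03%, 2.44% and 4.54% (adjusted p = 0.035, chi-square count test). In group 2, DNA binding reached 3.38%, against 2.39%, 1.17% and 1.90% in groups 1, 3 and 4 (adjusted p = 0.017, chi-square count test). Molecular transducer activity in group 1 was 0.61%, hydrolase activity 1.53% and protein phosphatase regulator activity 0.24%, and none of these differed between groups after adjustment. In group 2, metal ion binding was 4.48%, transcription regulator activity 2.75% and carboxylesterase activity 1.34%, again without a difference after adjustment.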

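In group 3, RNA binding was assigned to 2.44% of the annotated genes, against 0.73% in group 1, 0.39% in group 2 and 0.05% in group 4 (adjusted p = 4.7e-11, chi-square count test). Cofactor binding was 2.44% in group 3, against 0.92%, 1.65% and 2.11% (adjusted p = 0.035, chi-square count test). Transferase activity in group 3 was 1.17%, endopeptidase activity 2.26% and guanyl ribonucleotide binding 1.62%. Each was highest in group 3, and none passed the adjustment.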

For group 3, cofactor binding, transferase activity, endopeptidase activity, RNA binding, and guanyl ribonucleotide binding functions were common. Genes categorized as carbohydrate binding, phosphatase activity, oxidoreductase activity, catalytic activity, and kinase activity were more enriched in group 4 than in the other three groups.

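Group 4 had the highest share for oxidoreductase activity, with 3.33% against 2.08%, 1.57% and 2.26% in groups 1 to 3 (adjusted p = 0.035, chi-square count test). Phosphatase activity was 1.37% in group 4, carbohydrate binding 1.11%, catalytic activity 2.85% and kinase activity 1.74%. These were the highest shares of the 4 groups for each term and did not pass the adjustment.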

### Nonadditive genes expressed in *Brassica* hexaploid

We compared the expression levels of genes in *Brassica* hexaploid with the midparent value (MPV). 

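For each gene the midparent RPKM was the mean of the RPKM of B. rapa and B. carinata, each with a weight of 0.5. It was turned into a number of reads at the mean of the library totals of the parents and rounded. The exact Audic-Claverie test was then applied to 31970 genes. An FDR of 0.001 or less at any ratio was reached by 5355 genes and a ratio of at least 2 at any FDR by 9627. Because the reads of the parents are taken as a single library, the test does not carry the separate sampling errors of the parents.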

Genes showing at least a two-fold change between *Brassica* hexaploid and MPV (with FDRs of no more than 0.001) were considered nonadditive genes; all others were considered additive genes. A total of 2,545 genes, accounting for 7.797% of the total detected genes, were nonadditively expressed in *Brassica* hexaploid. 

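Nonadditive expression was found for 2441 genes, or 7.478% of the detected genes, of which 1177 were above and 1264 below the midparent value. The median absolute log2 ratio to the midparent value was 1.65. The weights of the parents had little effect on the number, with 2450 genes for weights of 1:2 and 2417 for the weights of a 1:2 mixture of their RNA. Pooling the reads of the parents gave 2945. The number changed most, to 27, when a biological coefficient of variation of 0.4 was assumed.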

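All 2441 nonadditive genes were DEGs in at least 1 comparison under the same thresholds. A ratio of 2 to the mean of the parents forces a ratio of at least 2 to 1 parent, so only the FDR was open. DEGs in both comparisons included 1005 nonadditive genes, or 74.3% of them. Among the genes of clusters 2 and 3, which lie between the parents, 45 were nonadditive.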

Of these nonadditive genes, 2,445 showed differential expression either between *Brassica* hexaploid and *B* *. rapa* or between *Brassica* hexaploid and *B* *. carinata* . 

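Nonadditive genes with a direction against both parents were placed in the 4 groups. There were 1010 in group 1, 136 in group 2, 71 in group 3 and 1177 in group 4. The other nonadditive genes had no reads in the Brassica hexaploid and in 1 parent and are in no group. Since a ratio of 2 above the mean of the parents places the Brassica hexaploid above both of them, every gene above the midparent value falls in group 4. Group 3 depended most on the weights of the parents, and weights of 1:2 gave 160 genes there and 923, 122 and 1204 in groups 1, 2 and 4.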

Among the 2,445 differentially expressed nonadditive genes, 1,002 belonged to group 1, 163, to group 2, 43, to group 3, and 1,237, to group 4.

To explore the differences in functional category distribution between additive and nonadditive genes, we assigned them to secondary classification GO terms. The genes belonged to 12, 9, and 23 functional groups in main GO categories of molecular function, cellular component, and biological process, respectively (Figure 9). In the molecular function category, the terms transcription regulator activity (GO:0030528), antioxidant activity (GO:0016209), structural molecular activity (GO:0005198), and catalytic activity (GO:0003824) showed significant differences in gene numbers between additive and nonadditive genes, with transcription regulator activity, antioxidant activity, and catalytic activity being significantly enriched in nonadditive genes. 

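Directly assigned GO terms were compared between 1956 annotated nonadditive genes and the additive genes with the Fisher exact test over 995 terms. In all, 71 terms differed, of which 60 were more frequent and 11 less frequent among nonadditive genes. Among the terms named by the paper, transcription regulator activity was assigned to 2.45% of nonadditive and 1.58% of additive genes (adjusted p = 0.067, Fisher exact test), antioxidant activity to 0.97% and 0.49% (adjusted p = 0.094, Fisher exact test), structural molecule activity to 1.84% and 2.61% (adjusted p = 0.28, Fisher exact test) and catalytic activity to 2.86% and 2.82% (adjusted p = 1.0, Fisher exact test). Iron ion binding had the smallest p among the function terms, at 3.73% against 1.62% (adjusted p = 6.7e-07, Fisher exact test). Transcription, DNA-dependent, a process term, was assigned to 9.51% and 6.95% (adjusted p = 0.0028, Fisher exact test). Because terms were not carried up to the second level, these shares count fewer genes than the groups of Figure 9 and cannot show whether those groups differ. Nonadditive genes from the weights of a 1:2 RNA mixture gave 59 terms in place of 71, and those from an assumed biological coefficient of variation of 0.4 gave 0.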

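Among directly assigned component terms, cell wall (3.83% of nonadditive and 1.92% of additive genes, adjusted p = 4.0e-05, Fisher exact test) and extracellular region (4.55% and 2.61%, adjusted p = 4.3e-04, Fisher exact test) were more frequent among nonadditive genes. Nuclear lumen was less frequent, at 1.53% against 2.92% (adjusted p = 0.0068, Fisher exact test), as was ribonucleoprotein complex, at 0.31% against 1.11% (adjusted p = 0.0085, Fisher exact test). No nonadditive gene carried macromolecular complex itself, against 0.31% of the additive genes (adjusted p = 0.073, Fisher exact test).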

In the cellular component category, the numbers of additive and nonadditive genes differed significantly for the functional terms cell part (GO:0044464), organelle part (GO:0044422), extracellular region part (GO:0044421), organelle (GO:0043226), macromolecular complex (GO:0032991), membrane-enclosed lumen (GO:0031974), cell (GO:0005632), and extracellular region (GO:0005576). 

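Cell part was directly assigned to 8.59% of nonadditive and 6.93% of additive genes (adjusted p = 0.084, Fisher exact test), and extracellular region part to 0.51% and 0.17% (adjusted p = 0.054, Fisher exact test). Extracellular region, at 4.55% and 2.61%, passed the adjustment.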

Four of these groups (cell part, extracellular region part, cell, and extracellular region) were significantly enriched in nonadditive genes. 

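Among directly assigned process terms, response to carbohydrate stimulus (3.53% of nonadditive and 1.13% of additive genes, adjusted p = 3.2e-11, Fisher exact test), response to stress (7.62% and 4.27%, adjusted p = 1.7e-07, Fisher exact test) and defense response (4.81% and 2.55%, adjusted p = 1.6e-05, Fisher exact test) were more frequent among nonadditive genes. Developmental process itself was assigned to 0.77% and 0.29% (adjusted p = 0.026, Fisher exact test). Metabolic process was assigned to 5.06% and 3.72% (adjusted p = 0.061, Fisher exact test) and cellular process to 1.64% and 1.11% (adjusted p = 0.32, Fisher exact test). Rhythmic process was assigned to 0.61% and 0.37%, and response to stimulus to 0.61% and 0.94%, both without a difference after adjustment. Multi-organism process and immune system process were assigned to 12 and 10 genes in all, of which 0 were nonadditive. Neither differed after adjustment (adjusted p = 0.97 for multi-organism process, Fisher exact test). With so few genes, only a large difference could have passed.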

In the biological process category, nine functional groups, including biological regulation (GO:0065007), multi-organism process (GO:0051704), response to stimulus (GO:0050896), rhythmic process (0048511), pigmentation (GO:0043473), developmental process (GO:0032502), cellular process (GO:0009987), metabolic process (0008152), and immune system process (GO:0002376), had significantly more nonadditive genes than additive genes.

**Figure 9:**
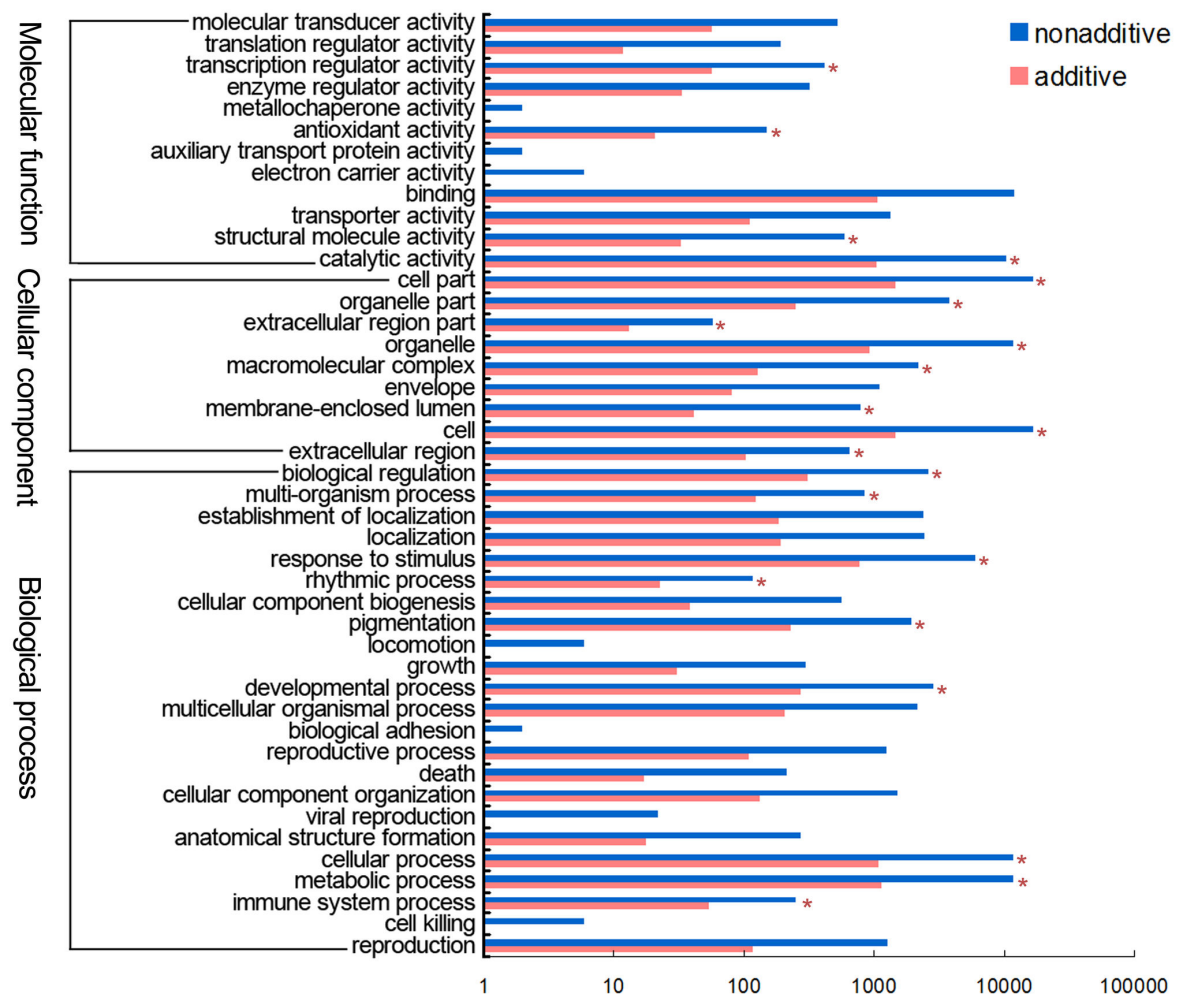
Functional annotation of nonadditive genes and additive genes in *Brassica* hexaploid based on GO terms. Nonadditive genes and additive genes are grouped to the secondary classification of GO terms. There are 12, 9, and 23 functional groups in the three main categories (molecular function, cellular component, and biological process) of GO classification, respectively.

### Analysis of putative transcription factor and methylase genes

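Of the 589 genes of Table S6, 588 had at least 1 read in the files and 1 had none. They had a median of 128 reads over the 3 libraries, compared with 123 for all detected genes. The list was used as the paper gives it, with the family names of Table S6. The gene annotation in the files is a separate description of each gene.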

We queried *B* *. rapa* transcription factor (TF) genes in the Plant Transcription Factor Database (http://planttfdb.cbi.edu.cn/) and identified 589 putative TF genes, which could be classified into 49 families (Table S6). Of the 589 putative TF genes, 143 genes belonging to 36 families showed significant differential expression, accounting for 24.28% of the total TF genes (Table S6). 

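Of the 588 listed genes with reads, 138 in 34 families were DEGs in at least 1 comparison, or 23.5% (95% Wilson interval 20.2 to 27.1). Of the genes marked in Table S6, 135 of 143 were DEGs here. The share was similar to the 22.8% of the other detected genes (p = 0.69, Fisher exact test). By the names of Table S6, the families with the most DEGs were ERF, with 14 of 63 genes, and MYB-related, with 14 of 37. WRKY, with 10 of 30, and bZIP, with 10 of 29, came next. Among 301 listed genes checked, including those of ERF, WRKY and bZIP, the annotation in the files named none (0) by that family. With an assumed biological coefficient of variation of 0.4, 6 of the listed genes remained DEGs.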

There were 101 putative TF genes differentially expressed between *Brassica* hexaploid and *B* *. rapa* , with 49 genes upregulated and 52 genes downregulated in *Brassica* hexaploid. 

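Between the Brassica hexaploid and B. rapa, 95 listed genes were DEGs in the deposited reads, 44 upregulated and 51 downregulated. DEGs in both comparisons numbered 28. An FDR threshold of 0.05 gave 70 upregulated and 70 downregulated genes, and an assumed biological coefficient of variation of 0.4 gave 4 and 0.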

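Between the Brassica hexaploid and B. carinata, 71 listed genes were DEGs, of which 41 were upregulated and 30 downregulated. TMM effective library sizes gave 48 and 25, and an assumed biological coefficient of variation of 0.4 gave 2 and 0.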

Seventy-six putative TF genes showed differential expression between *Brassica* hexaploid and *B* *. carinata* : 46 genes were upregulated and 30 were downregulated in *Brassica* hexaploid.

The TCP gene family is a family of transcription factors present in various plant species. 

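The 15 genes that Table 3 lists in the TCP family were looked up in the files by their identifiers. Of these, 5 were DEGs in at least 1 comparison (33.3%), namely Bra001992, Bra003959, Bra006616, Bra009679 and Bra011803. Depth limits part of the list, since Bra001887 had 0 reads in the parents and 3 in the Brassica hexaploid, and Bra010597 had 2 reads in B. rapa alone. The annotation in the files describes Bra001992 as receptor-like protein 6, Bra003959 as a nodulin MtN21 family protein, Bra006616 as a probable CCR4-associated factor, Bra009679 as a hypothetical protein and Bra011803 as an exostosin family protein. Under an assumed biological coefficient of variation of 0.4 none of the 15 was a DEG, and 2 were under 0.2.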

We detected 15 TCP genes in our RNA-Seq data, and five showed significantly different expression between *Brassica* hexaploid and its parents (Table 3). 

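Bra001992 had 42 reads in the Brassica hexaploid and 9 in B. rapa, a log2 ratio of 2.68 (95% Clopper-Pearson interval 1.62 to 3.91, adjusted p = 5.8e-08, exact Audic-Claverie test). Against the 18 reads of B. carinata its log2 ratio was 1.05 (0.23 to 1.94, adjusted p = 0.033, same exact test), above the FDR threshold. Bra003959 had 192 reads in the Brassica hexaploid, 17 in B. rapa and 25 in B. carinata, with log2 ratios of 3.96 (3.24 to 4.77, adjusted p = 2.8e-50, exact test) and 2.77 (2.17 to 3.44, adjusted p = 1.6e-27, exact test). For Bra006616 there were 61 reads in the Brassica hexaploid, 40 in B. rapa and 14 in B. carinata. Its log2 ratio was 1.96 against B. carinata (1.1003 to 2.9082, adjusted p = 4.0e-06, exact test) and 1.07 against B. rapa (0.47 to 1.68, adjusted p = 0.0011, exact test), the latter just above the FDR threshold of 0.001. With TMM effective library sizes the log2 ratio of Bra006616 against B. rapa was 1.13 and passed.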

Three TCP genes (Bra001992, Bra003959, and Bra006616) were expressed at higher levels in *Brassica* hexaploid compared with *B* *. rapa* , and two genes (Bra003959 and Bra006616) were upregulated in *Brassica* hexaploid compared with *B* *. carinata* . The other two differentially expressed TCP genes (Bra009679 and Bra011803) showed lower expression levels in *Brassica* hexaploid compared with *B* *. rapa* . 

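Bra009679 had 30 reads in the Brassica hexaploid and 102 in B. rapa, a log2 ratio of -1.31 (95% Clopper-Pearson interval -1.95 to -0.71, adjusted p = 1.7e-05, exact Audic-Claverie test). In Bra011803 there were 74 reads against 217, with a log2 ratio of -1.09 (-1.49 to -0.71, adjusted p = 2.3e-08, exact test). Against B. carinata their log2 ratios were -0.93 and 0.95, below a ratio of 2. After thinning to the smallest total, the log2 ratio of Bra009679, hexaploid vs B. rapa, was -1.177 and no longer passed.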

Some putative target genes of the TCP gene family also showed differential expression. Ten of the 32 genes potentially regulated by TCP genes that we examined showed significant differential expression between *Brassica* hexaploid and its parents.

**Table 3:** TCP genes detected in RNA-Seq data.

GeneID	Length	A_RPKM	B_RPKM	C_RPKM
Bra001992	3102	0.364129	1.124772	2.335480
Bra003959	1122	1.901563	4.318980	29.517329
Bra006616	858	5.850964	3.162822	12.263409
Bra009679	486	26.340172	20.340797	10.647648
Bra011803	1242	21.927688	5.306295	10.277295
Bra001887	330	-	-	1.568108
Bra010597	1491	0.168348	-	-
Bra004415	525	0.239054	2.953689	2.628448
Bra004788	1287	0.975161	0.150611	0.938184
Bra003834	1521	4.373220	1.146958	2.494952
Bra008235	684	26.421721	26.638257	30.261735
Bra003890	288	20.917196	2.692164	14.374324
Bra011417	1017	18.140577	10.292168	10.515729
Bra003179	1671	16.373245	15.195986	17.651773
Bra004223	2622	1.292367	2.661361	1.513087

A, *B* *. rapa* ; B, B*. carinata*; C, *Brassica* hexaploid. The five genes marked by underline were significantly differently expressed genes between *Brassica* hexaploid and its parents.

To explore the underlying mechanism of changes in DNA methylation, we determined the expression levels of putative methyltransferase and methylase genes identified in *Brassica* hexaploid and its parents (Table S7). 

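Among the 157 genes that Table S7 lists as putative methyltransferases, all of which carry that word in the annotation of the files, 46 were DEGs in at least 1 comparison, or 29.3% (95% Wilson interval 22.7 to 36.8). By the words of their annotation, 4 were DNA methyltransferases, of which 1 was a DEG, 14 were histone methyltransferases, of which 0 were DEGs, 8 were protein arginine methyltransferases, of which 1 was a DEG, and 13 were RNA methyltransferases, of which 3 were DEGs. The other 118, of small molecules, other proteins or an unspecified substrate, held 41 DEGs. An assumed biological coefficient of variation of 0.4 reduced the 46 to 4.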

Among 157 putative methyltransferase genes, 47 (29.94%) exhibited significant differential expression between *Brassica* hexaploid and its parents. 

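Between the Brassica hexaploid and B. rapa, 38 putative methyltransferase genes were DEGs in the deposited reads, 31 upregulated and 7 downregulated. The single DEG whose annotation words name a DNA methyltransferase was downregulated. This class leaves out the genes annotated as chromomethylase, which the paper lists with the methylase genes. Among those, Bra024340 was upregulated, with a log2 ratio of 4.17. Thinning to the smallest total left 29 and 4, and an assumed biological coefficient of variation of 0.4 left 3 and 0.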

Between *Brassica* hexaploid and *B* *. rapa* , 39 putative methyltransferase genes were differentially expressed in the *Brassica* hexaploid; 32 were upregulated and seven were downregulated. 

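Against B. carinata, 16 putative methyltransferase genes were upregulated and 4 downregulated in the Brassica hexaploid. All 20 carried an annotation outside the DNA, histone, arginine and RNA methyltransferases. An FDR threshold of 0.05 gave 23 and 5, and an assumed biological coefficient of variation of 0.4 gave 1 and 1.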

Between *Brassica* hexaploid and *B* *. carinata* , 16 putative methyltransferase genes were upregulated and four were downregulated. 

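The word methylase occurs in the annotation of 11 detected genes, all listed in Table S7. In 4 of them it is part of the word demethylase and in 3 of chromomethylase. Bra035280, annotated as MTA (mRNA adenosine methylase) and as an S-adenosylmethionine-dependent methyltransferase, had 126 reads in the Brassica hexaploid, 106 in B. rapa and 81 in B. carinata. Its log2 ratio was 0.71 against B. rapa (95% Clopper-Pearson interval 0.32 to 1.09, adjusted p = 8.7e-04, exact Audic-Claverie test) and 0.47 against B. carinata (0.06 to 0.89, adjusted p = 0.069, exact test), so it did not reach a ratio of 2.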

Compared with the number of methyltransferase genes, fewer putative methylase genes were identified, with 11 genes being detected, one of which (Bra035280) was also annotated as a methyltransferase. Among these 11 genes, three (not including Bra035280) were significantly upregulated and one was significantly downregulated in *Brassica* hexaploid compared with *B* *. rapa* . 

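The upregulated genes were Bra024340, annotated as chromomethylase, Bra036333, annotated as a tetrapyrrole methylase family protein, and Bra040421, annotated as MBD4, a DNA demethylase. Bra024340 had 105 reads in the Brassica hexaploid and 8 in B. rapa, a log2 ratio of 4.17 (95% Clopper-Pearson interval 3.14 to 5.42, adjusted p = 1.2e-28, exact Audic-Claverie test). Bra036333 had 61 and 23 reads and a log2 ratio of 1.87 (1.15 to 2.63, adjusted p = 1.8e-07, exact test). Bra040421 had 12 and 0 reads (adjusted p = 2.5e-04, exact test), few enough that it no longer passed after thinning to the smallest total. The downregulated gene was Bra019839, annotated as sterol 14-demethylase CYP51G1, with 178 and 508 reads and a log2 ratio of -1.05 (-1.31 to -0.81, adjusted p = 1.9e-17, exact test). With TMM effective library sizes the log2 ratio of Bra019839, hexaploid vs B. rapa, was -0.987, short of a ratio of 2.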

No putative methylase gene showed significantly different expression between *Brassica* hexaploid and *B* *. carinata* .

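Between the Brassica hexaploid and B. carinata, 0 of the 11 genes were DEGs. Bra024340 had 105 and 128 reads and a log2 ratio of -0.45 (95% Clopper-Pearson interval -0.84 to -0.07), and Bra036333 had 61 and 56 reads and a log2 ratio of -0.04 (-0.59 to 0.50). The number stayed at 0 under every alternative tried.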

## Discussion

RNA-Seq has been used for transcriptomic analysis in a number of plant species [16,30–34]. Here, we used RNA-Seq to trace the transcriptomic changes between *Brassica* hexaploid and its parents. Before bioinformatic analysis could be performed, we required a reference genome for aligning the reads. In previous studies, an *Arabidopsis* 70-mer oligo microarray was used to measure gene expression in resynthesized *B. napus* [26]. Considering the close relationship between *Arabidopsis* and *Brassica* , we mapped the *Brassica* hexaploid library reads to the *A. thaliana* reference genome (ftp://ftp.arabidopsis.org/Sequences/whole_chromosomes). The total mapped reads accounted for only 21.10% of the library reads, with 17.77% uniquely matched reads. The match scores of the *A. thaliana* genome were too low for transcriptome analysis (data unpublished). We then used the *B* *. rapa* genome as a reference, and the uniquely matched reads accounted for 70.35%, 46.20%, and 54.18% in the *B* *. rapa* , *B* *. carinata* , and *Brassica* hexaploid libraries, respectively. As the match scores fit the technological criterion, the *B* *. rapa* genome could be applied as a reference. A total of 6.26–7.43% of the multiply mapped reads in our sequencing data remains unanalyzed; however, most of these might have been generated from duplicated genes and chromosome segments. A total of 23.39–46.37% of the reads could not be matched to the *B* *. rapa* genome. This relatively low percentage may be attributable to the inclusion of species different from *B* *. rapa* , unavoidable errors in the reference genome, or the specific mapping criteria. Nevertheless, the numerous genes and DEGs detected in *Brassica* hexaploid and its parents provide valuable information for using synthesized *Brassica* hexaploid as a model to explore changes in gene expression.

### Parental-biased gene expression and non-additive gene expression in *Brassica* hexaploid

The parental-biased changes in gene expression and DNA methylation between synthesized *B. napus* and its parents, as well as between newly synthesized *Brassica* allohexaploid and its parents, were explored using cDNA-AFLP and MSAP [36,47]. To explore parental-biased gene expression in the allohexaploid, we compared the number and fold-change of DEGs between *Brassica* hexaploid and its maternal parent *B* *. carinata* and paternal parent *B* *. rapa* , respectively. Of the 7,397 DEGs identified between *Brassica* hexaploid and its parents, a total of 5,248 DEGs (71%) were differently expressed between *Brassica* hexaploid and *B* *. rapa* , and 3,644 DEGs (about 50%) showed differential expression between *Brassica* hexaploid and *B* *. carinata* .

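In the deposited reads 5206 of the 7451 DEGs (69.9%) were found against B. rapa and 3598 (48.3%) against B. carinata, a ratio of 1.45. Counting each gene once, 3853 were DEGs only against B. rapa and 2245 only against B. carinata (p = 3.4e-95, exact binomial test, which treats genes as independent). The depth of the libraries differed, and with all of them thinned to the smallest total the numbers were 4603 and 3522, a ratio of 1.31. Over the alternatives the ratio lay between 1.31 and 1.66, the highest with 189 and 114 DEGs under an assumed biological coefficient of variation of 0.4.

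**Figure D3:**
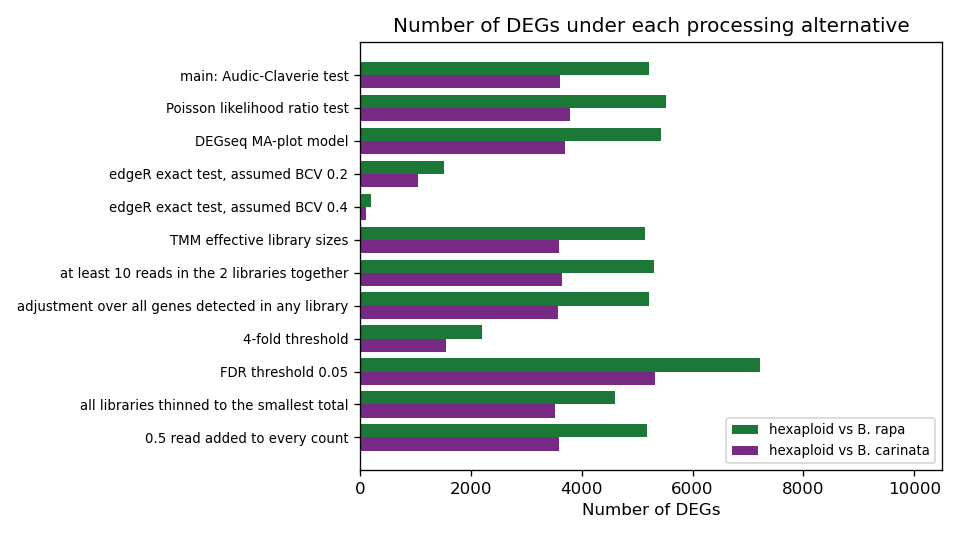
Number of DEGs (horizontal axis) between the Brassica hexaploid and B. rapa and between the Brassica hexaploid and B. carinata, a pair of bars for the main test and for each alternative. The bar for B. rapa is the longer in every pair, from 189 against 114 to 7213 against 5321.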

To analyze the magnitudes of the differences in expression, we first divided the absolute difference between the RPKM value in *Brassica* hexaploid and the RPKM value in *B* *. rapa* by the RPKM value in *Brassica* hexaploid for each DEG. Similarly, we divided the absolute difference between the RPKM values in *Brassica* hexaploid and *B* *. carinata* by the RPKM value in *Brassica* hexaploid for each DEG. We then compared the normalized values for each gene by subtracting the later from the former, such that a positive final value indicated that the magnitude of the difference in the expression of the gene between *Brassica* hexaploid and *B* *. rapa* was larger than that between *Brassica* hexaploid and *B* *. carinata* . A negative value indicated the converse. Of the 7,397 DEGs, 4,425 DEGs (~60%) had a positive value and 2,854 DEGs (~39%) had a negative value. 

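The relative difference could be computed for the DEGs with reads in the Brassica hexaploid, and 169 DEGs had none. It was larger against B. rapa for 4419 DEGs, or 60.7% (95% Wilson interval 59.6 to 61.8). It was larger against B. carinata for 2836, or 38.9% (p = 1.3e-77, exact binomial test, which treats genes as independent). These DEGs include 3853 found only against B. rapa and 2245 found only against B. carinata. The share may largely restate that difference in numbers, and the test cannot separate the size of differences from this selection. The median relative difference was 0.88 against B. rapa and 0.68 against B. carinata. Among DEGs in both comparisons the numbers were 703 and 624, with 52.2% larger against B. rapa (49.6 to 54.9). This share counts DEGs with equal differences in its denominator. Its interval therefore cannot decide whether 703 and 624 depart from an even split. The share of DEGs with larger relative difference against B. rapa moved most, to 57.63%, with an assumed biological coefficient of variation of 0.4.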

The remaining 52 DEGs (~1%) had a final value of zero. 

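A final value of zero was found for 27 of the DEGs, or 0.37%. Over the genes of the paper's Tables S2 and S3 the numbers recomputed from the deposited RPKM were 4435 positive, 2867 negative and 29 zero.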

As there were more DEGs with a larger difference in expression between *Brassica* hexaploid and *B* *. rapa* than between *Brassica* hexaploid and *B* *. carinata* , it is possible that there were directional gene expression changes away from the paternal parent in *Brassica* hexaploid.

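The share of DEGs with larger relative difference against B. rapa was 60.7%, and it was 52.2% among the DEGs in both comparisons. It compares differences in RPKM without logarithms and so weighs decreases more than increases. The division by the RPKM of the Brassica hexaploid is the same for both parents and does not change the share. Measured by the absolute log2 ratio, the share larger against B. rapa was 59.8%, and with all libraries thinned to the smallest total it was 58.5%. From the larger number of DEGs with a larger difference against B. rapa, the paper proposes that gene expression in the Brassica hexaploid changed in a direction away from the paternal parent.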

Our results are in accordance with the results of Xu et al. [36,47], which also showed larger gene expression differences between polyploids and their paternal parent. However, for more than 60% of the proteins in allotetraploid *B. napus*, the expression patterns were closer to those of its paternal parent, *B* *. rapa* [48]. Apart from differences generated by the divergence of experimental materials, it is also conceivable that changes at the transcriptomic level may not agree with changes at the proteomic level. The paternal-biased phenomenon has been shown in other polyploids. For example, Adams et al. [17,21] observed silencing and biased expression of homologous gene pairs in natural and synthetic tetraploid cotton, and noted that gene silencing in the newly synthesized allotetraploid cotton was mainly epigenetic. One possible explanation for paternal-biased changes in allopolyploids is cytoplasmic and maternal effects. Cytoplasm-nuclear interactions could have influenced the parental genomes, resulting in differences in the extent and direction of genomic and transcriptomic changes.

Nonadditive gene expression in polyploidy has been observed in *Arabidopsis* allotetraploids, hexaploid wheat, and citrus allotetraploid hybrids [18,49,50]. The percentage of nonadditive genes in *Brassica* hexaploid was lower than that in hexaploid wheat and higher than that in *Arabidopsis* allotetraploids [18,49]. Because RNA-Seq technology is much more precise than microarrays, we could use restrictive criteria to select nonadditive genes. The percentage of nonadditive genes in *Brassica* hexaploid would increase if less restrictive criteria were used. 

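With the same test at an FDR of 0.01 and a ratio of 2, 3076 genes (9.42%) were nonadditive, and at an FDR of 0.05 and a ratio of 2, 3815 genes (11.69%). A ratio of 1.5 at an FDR of 0.001 gave 4084 genes (12.51%), and at an FDR of 0.05 it gave 6602 (20.23%). Without a minimum ratio, 9434 genes (28.90%) had an FDR of 0.05 or less. A stricter ratio of 4 at an FDR of 0.001 left 890 genes (2.73%).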

There were no significant relationships between the nonadditive genes in citrus allotetraploids and the functional categories of genes [50]. However, significant numbers of nonadditive genes in *Arabidopsis* allotetraploids belonged to the hormonal regulation, cell defense, and aging categories [18]. 

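As directly assigned terms, response to stress (7.62% of nonadditive and 4.27% of additive genes), tropism (0.72% and 0.20%, adjusted p = 0.0068, Fisher exact test), seed germination (0.77% and 0.27%, adjusted p = 0.018, Fisher exact test) and developmental process (0.77% and 0.29%, adjusted p = 0.026, Fisher exact test) were more frequent among nonadditive genes. Transcription regulator activity, at 2.45% and 1.58%, and antioxidant activity, at 0.97% and 0.49%, did not pass the adjustment as directly assigned terms, while related terms did. These were a function term that has no name in the files (9.41% and 6.26%, adjusted p = 4.2e-05, Fisher exact test), transcription, DNA-dependent (9.51% and 6.95%, adjusted p = 0.0028, Fisher exact test), oxidoreductase activity (3.12% and 1.87%, adjusted p = 0.0095, Fisher exact test) and superoxide metabolic process (0.41% and 0.11%, adjusted p = 0.0499, Fisher exact test). With a background of genes with at least 30 reads over the 3 libraries, 87 terms differed in place of 71.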

Compared with the additive genes in *Brassica* hexaploid, the nonadditive genes were significantly enriched in biological processes related to stimulus response, immune system, cellular metabolic, rhythmic process, developmental process, pigmentation, seed germination, and tropism, and in the molecular functions associated with catalytic activity, antioxidant activity, and transcription regulator activity.

The high frequency of changes in gene expression in the present study was presumably attributable in part to the higher ploidy level in *Brassica* hexaploid. The diversity of the genomes in allohexaploids may decrease the genomic stability compared with that in allotetraploids. Therefore, adjustments in gene expression are necessary for the adaptation of allohexaploids to the environment. The *Brassica* hexaploid can also be considered as a secondary polyploidy derivative of tetraploid *B* *. carinata* , and the conflict between tetraploid and diploid genomes may lead to more severe changes in the hexaploid transcriptome. We hypothesized that the natural tetraploid *B* *. carinata* used in our experiment had a lesser impact on the transcriptome when hybridized with the diploid *B* *. rapa* (for it has previously undergone allopolyploidization), and that the genes in *B* *. carinata* had entered a stabilized state.

### Putative transcription factor and methylase genes may be important in allohexaploid evolution

Transcription factors regulate the expression of many downstream genes and have critical roles in plant development and adaptation. In synthesized *Arabidopsis* allotetraploids, the regulation of genome-wide non-additive gene expression may be partly controlled by transcription factors [18]. Our results provide a comprehensive view of transcription factor gene families. We examined several multi-gene families to identify their expression profiles and functions in plants. As studies on the TCP gene family increase, their importance in the evolution and developmental control of plant forms is being elucidated [51]. One member of the TCP gene family, *teosinte branched 1*, determines the strong apical dominance in domesticated maize [52]. Another gene, *CYCLOIDEA* from snapdragon, controls floral bilateral symmetry [53]. *PROLIFERATING CELL* FACTORS *1* and *2* from rice are involved in DNA replication and repair, maintenance of chromatin structure, chromosome segregation, and cell-cycle progression [54]. We detected five TCP genes with significant differential expression between *Brassica* hexaploid and its parents; three were upregulated and two were downregulated. 

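From Table 3, Bra001992, Bra003959 and Bra006616 were higher in the Brassica hexaploid than in both parents in the deposited reads. Bra009679 was lower than in both parents. Bra011803 was lower than in B. rapa and higher than in B. carinata. Against B. rapa, 2 of the listed genes were upregulated DEGs and 2 downregulated, and against B. carinata 2 were upregulated and 0 downregulated. The number of 5 DEGs among 15 listed genes (33.3%) became 2 with a ratio of at least 4.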

Meanwhile, one-third of the putative target genes of TCP genes were differentially expressed between the hexaploid and its parents. Thus, direct or indirect regulation of the interactions between TCP genes and their target genes may occur. The synergistic actions between members of the TCP gene family and their target genes may contribute to the morphological evolution of polyploids.

Auxin response factors (ARF) are transcription factors that control plant growth and development by regulating the expression of auxin response genes [55]. 

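Bra007127 had 361 reads in the Brassica hexaploid, 715 in B. rapa and 297 in B. carinata. Its log2 ratio against B. rapa was -0.53 (95% Clopper-Pearson interval -0.71 to -0.34, adjusted p = 5.9e-08, exact Audic-Claverie test), past the FDR threshold and short of a ratio of 2, and against B. carinata it was 0.11 (-0.11 to 0.34, adjusted p = 0.52, exact test). Bra009079 had 43, 40 and 26 reads, with log2 ratios of 0.56 (-0.09 to 1.22, adjusted p = 0.17, exact test) and 0.56 (-0.18 to 1.32, adjusted p = 0.29, exact test). The intervals of Bra009079 include a ratio of 2, so a change of that size was not detectable at this depth. The annotation in the files describes both as hypothetical proteins. It names 17 other genes as ARF, of which 8 were DEGs. Against B. rapa 6 were downregulated and 0 upregulated, and against B. carinata 2 and 0. No difference from other genes was tested.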

We detected two ARF genes (Bra007127 and Bra009079), and their expression levels did not differ significantly between *Brassica* hexaploid and its parents. This suggests that the morphological differences that develop between *Brassica* hexaploid and its parents may be determined by genes of multiple functional groups, excluding auxin-related genes.

DNA methylation is an important epigenetic factor for transcriptomic changes in allopolyploids, and changes in DNA methylation and their relationship with gene expression in allopolyploids have been widely studied. Alterations in cytosine methylation affected both repetitive DNA sequences and low-copy DNA in wheat allotetraploids [56]. Significant changes in methylation patterns were observed in *Spartina* allopolyploids and may explain the morphological plasticity and larger ecological amplitude of allopolyploids [25]. In a newly synthesized *Brassica* tetraploid line, *B. napus*, extensively altered DNA methylation was detected using restriction fragment length polymorphism probes [57]. Hegarty et al. [58] observed methylation state changes, which mirrored gene expression changes, in triploid *Senecio* hybrids and their allohexaploid derivatives. In our results, 47 of the 157 putative methyltransferase genes and 4 of the 11 putative methylase genes showed significant differential expression between *Brassica* hexaploid and its parents. 

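In the deposited reads 46 of the 157 putative methyltransferase genes (29.3%, 95% Wilson interval 22.7 to 36.8) and 4 of the 11 putative methylase genes (36.4%, 15.2 to 64.6) were DEGs. Among all detected genes the share was 22.8%. The number of DEGs was 4 for the methyltransferase genes and 0 for the methylase genes upregulated against B. rapa when a biological coefficient of variation of 0.4 was assumed.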

Among the differentially expressed genes, 40 were upregulated and 11 were downregulated. 

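Counted over both comparisons, 39 of the 50 genes were upregulated against at least 1 parent, 11 were downregulated, and 0 changed in opposite directions. Of the genes whose annotation words name a DNA methyltransferase, 1 was a DEG and was downregulated against B. rapa. This class leaves out the genes annotated as chromomethylase. Of the methylase genes, 3 were upregulated against B. rapa and 1 downregulated. Bra024340, annotated as chromomethylase, was among the upregulated ones, with a log2 ratio of 4.17.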

Gene methylation leads to gene inactivation; thus, the upregulation of methylation-related genes may be associated with the lower expression of some DEGs in the hexaploid compared with its parents, and the downregulation of methyltransferase and methylation genes may influence the increased expression of some DEGs. Although the methylation states of genes were not examined in our study, altered expression of DNA methylation-related genes provides indirect evidence for the function of DNA methylation in transcriptome changes during allopolyploid evolution.

## Conclusions

This study identified genes expressed in *Brassica* hexaploid and its parents, detected genes differentially expressed between the hexaploid and its parents, and classified these genes according to different functional categories. 

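The numbers of DEGs were 5206 against the paternal parent and 3598 against the maternal parent in the deposited reads. An excess of DEGs against B. rapa over B. carinata was present under every alternative, from 75 genes with an assumed biological coefficient of variation of 0.4 to 1892 with an FDR threshold of 0.05. From the excess of DEGs, the paper concludes that gene expression in the Brassica hexaploid differed more from the paternal parent.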

The *Brassica* hexaploid showed more differences in gene expression compared with its paternal parent than compared with its maternal parent, which supports the paternal-biased changes suggested in many previous allopolyploid studies. The DEGs detected between the hexaploid and its parents revealed that the adaptation and evolution processes of polyploids involve genome-wide changes in gene expression. Many nonadditive genes associated with important biological processes were identified in *Brassica* hexaploid. We speculate that transcriptomic changes are more severe in allohexaploids because of their higher ploidy level and the processes of secondary polyploidization. Changes in the transcriptomes of newly formed allopolyploids provide more variations for selection and facilitate allopolyploid survival and evolution. Further studies on gene regulation are required to determine the molecular mechanisms behind the success of allopolyploids in nature.

## Supporting Information

Table S1 A list of KEGG pathways mapped by 21092 genes in our result. Pathways over-represented by genes were for metabolic pathways, biosynthesis of secondary metabolites, plant–pathogen interaction, and plant hormone signal transduction with 4529, 2547, 1867, and 1684 members respectively.
(XLS) Click here for additional data file.

Table S2 A set of 5248 differentially expressed genes between *Brassica* hexaploid and *B* *. rapa* . FDR: false discovery rate. We screened genes with expression change no less than two-fold and FDR no more than 0.001 as differentially expressed genes. There were 2670 up-regulated genes and 2578 down-regulated genes compared *Brassica* hexaploid (C) to *B* *. rapa* (A).

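Table S2 lists the reads, RPKM, log2 ratio and FDR of each DEG. Of its 5248 genes, 5131 (97.8%) were DEGs here, all in the same direction. The 117 other genes had an FDR of up to 0.00167. A further 75 genes were DEGs here and are not in the table, and all 75 were lower in the Brassica hexaploid. The exact test was computed for the reads of the Brassica hexaploid given those of the parent. In this form a lower number of reads in the Brassica hexaploid passes slightly more easily than a higher one, which may account for the direction.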

(DOC) Click here for additional data file.

Table S3 A set of 3644 differentially expressed genes between *Brassica* hexaploid and *B* *. carinata* . FDR: false discovery rate. We screened genes with expression change no less than two-fold and FDR no more than 0.001 as differentially expressed genes. There were 2274 up-regulated genes and 1370 down-regulated genes compared *Brassica* hexaploid (C) to *B* *. carinata* (B).

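Of the 3644 genes of Table S3, 3570 (98.0%) were DEGs here, with 0 in the opposite direction. The other 74 had an FDR of up to 0.00165 here. A further 28 genes that were DEGs here and are missing from the table were all lower in the Brassica hexaploid. The same asymmetry of the exact test may account for their direction.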

(DOC) Click here for additional data file.

Table S4 A list of genes in cluster 1, 2, 3, and 4, respectively. For the 1392 DEGs significantly differential expressed in both comparisons of *Brassica* hexaploid (C)- *B* *. rapa* (A) and *Brassica* hexaploid (C)- *B* *. carinata* (B), we classified them into four expression patterns by two-dimensional hierarchical clustering. 

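Table S4 holds the values behind the clusters of 1392 genes. They are log2 ratios of the RPKM of a parent to that of the Brassica hexaploid, so their sign is the reverse of the direction that names the clusters in the text.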

There were 319, 218, 187, and 668 genes in cluster 1, 2, 3, and 4, respectively.
(XLS) Click here for additional data file.

Table S5 A list of genes in group 1, 2, 3, and 4, respectively. For the 7397 DEGs significantly differential expressed in either comparison of *Brassica* hexaploid (C)- *B* *. rapa* (A) and *Brassica* hexaploid (C)- *B* *. carinata* (B), we classified them into four groups. 

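A direction against both parents needs reads in the Brassica hexaploid or in both parents. Of the 7500 genes in Tables S2 and S3 together, 103 lacked reads in the Brassica hexaploid and in 1 parent, and 7397 remained.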

Genes in group 1, 2, 3, and 4 had the same expression profiles as genes in cluster 1, 2, 3, and 4. There were 2016, 1701, 1327, and 2353 genes in group 1, 2, 3, and 4 respectively.
(XLS) Click here for additional data file.

Table S6 A list of putative transcription factors (TFs) in our result. A, *B* *. rapa* ; B, *B* *. carinata* ; C, *Brassica* hexaploid. We queried *B* *. rapa* transcription factors genes in the Plant Transcription Factor Database (http://planttfdb.cbi.edu.cn/) and identified 589 putative TF genes, which classified into 49 families. 

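Table S6 gives the family of each listed gene and marks the DEGs. Of the 143 marked genes, 135 were DEGs in the test on the deposited reads.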

Of the 589 putative TFs, 143 genes belonged to 36 families which showed significantly differential expression between *Brassica* hexaploid and its parents are marked by *.
(XLS) Click here for additional data file.

Table S7 **A list of the putative methyltransferase and methylase genes in our result.**
A, *B* *. rapa* ; B, *B* *. carinata* ; C, *Brassica* hexaploid. We screened 157 putative methyltransferase genes and 11 putative methylase genes with one gene (Bra035280) annotated by both methyltransferase gene and methylase gene. The differentially expressed genes between them are marked by *.
(XLS) Click here for additional data file.

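The 157 and 11 genes of Table S7 are those whose annotation in the files contains the word methyltransferase or methylase. The words cover enzymes that act on DNA, RNA, histones, other proteins and small molecules.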

# Supplementary material for: Tracing the Transcriptomic Changes in Synthetic Trigenomic allohexaploids of Brassica Using an RNA-Seq Approach
**Source:** PLoS One. 2013 Jul 11;8(7):e68883. doi: 10.1371/journal.pone.0068883
**Supplement:** Table S2 — FDR: false discovery rate. We screened genes with expression change no less than two-fold and FDR no more than 0.001 as differentially expressed genes. There were 2670 up-regulated genes and 2578 down-regulated genes compared Brassica hexaploid (C) to B . rapa (A).

**A set of 5248 differentially expressed genes between *Brassica* hexaploid and *B. rapa***

FDR: false discovery rate. We screened genes with expression change no less than two-fold and FDR no more than 0.001 as differentially expressed genes. There were 2670 up-regulated genes and 2578 down-regulated genes compared *Brassica* hexaploid (C) to *B. rapa* (A).

# Supplementary material for: Tracing the Transcriptomic Changes in Synthetic Trigenomic allohexaploids of Brassica Using an RNA-Seq Approach
**Source:** PLoS One. 2013 Jul 11;8(7):e68883. doi: 10.1371/journal.pone.0068883
**Supplement:** Table S3 — FDR: false discovery rate. We screened genes with expression change no less than two-fold and FDR no more than 0.001 as differentially expressed genes. There were 2274 up-regulated genes and 1370 down-regulated genes compared Brassica hexaploid (C) to B . carinata (B).

**A set of 3644 differentially expressed genes between *Brassica* hexaploid and *B. carinata***

FDR: false discovery rate. We screened genes with expression change no less than two-fold and FDR no more than 0.001 as differentially expressed genes. There were 2274 up-regulated genes and 1370 down-regulated genes compared *Brassica* hexaploid (C) to *B. carinata* (B).

How the deposited data were processed for this re-analysis (not part of the article)

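The 3 libraries were made from young leaves of B. rapa, B. carinata and the Brassica hexaploid, 1 library per line, and leaves of 5 individuals of each line were collected after 3 months of growth. Reads were 59 bp long. The authors removed reads of low quality, aligned the others with SOAPaligner/soap2 to the B. rapa genome, allowing at most 2 mismatches, and counted uniquely mapped reads per gene. There was no replicate of any line, and each library was taken as its own condition.

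The deposited count of each gene is the raw number of uniquely mapped reads, as the authors counted it and without normalization, and a gene with 0 reads in a library is absent from the deposited file of that library. RPKM values were made by the authors with ERANGE 4.0 from these reads, and the deposited RPKM equalled the reads scaled to the length of the gene and to the reads on genes of the library, with a largest relative deviation of 5.0e-15. The deposited coverage is a percent, made by the authors, of the gene length that uniquely mapped reads covered. Gene lengths are deposited in bp, as the authors took them from the gene models of the B. rapa genome. The files also carry the annotation and the GO terms that the authors assigned to each gene.

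The reads on genes were 65.22%, 43.50% and 50.12% of the total reads of B. rapa, B. carinata and the Brassica hexaploid, and 18924305 in all. The median detected gene had 67, 39 and 44 reads. A share of 0.377, 0.582 and 0.517 in 1000000 reads on genes corresponded to 3 reads, the smallest share taken as detectable. Intervals for shares are 95% Wilson intervals, and those for the log2 ratio of a gene are 95% Clopper-Pearson intervals from its reads. They hold the sampling of reads and no variation between plants.

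Pairs of libraries were compared gene by gene with the exact Audic-Claverie test on the raw read counts, in both directions. Benjamini-Hochberg adjustment was over the genes with at least 1 read in either library. The test took the reads of the Brassica hexaploid given those of the parent, and those of B. carinata given those of B. rapa. It is not symmetric between the libraries. A DEG had an FDR of 0.001 or less and an RPKM ratio of at least 2, with 0.001 in place of an RPKM of 0. For nonadditive expression the midparent RPKM, the mean of the RPKM of the parents with weights of 0.5, was turned into reads at the mean of the parental library totals, rounded, and tested in the same way. Clusters and groups were formed by the direction of the change of each gene against each parent. GO terms with at least 10 annotated genes were tested as assigned in the files, without adding the terms above them, with the one-sided hypergeometric test for DEGs and library-specific genes and the Fisher exact test for nonadditive against additive genes. Terms with an adjusted p of 0.05 or less passed. The molecular function terms of the 4 groups were compared with chi-square tests on gene numbers.

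Genes named in the text were chosen by a rule set before the processed files arrived. They are every gene that the text or Table 3 of the paper names and, for each comparison, the 3 upregulated and 3 downregulated DEGs with the largest log2 ratio among genes with at least 10 reads in both libraries, and in each direction the DEG with the most reads among those with 0 reads in a library. The methylase genes of Table S7 were added because the text counts them. Gene lists for transcription factors and methyltransferases were taken from Tables S6 and S7.

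The alternatives were a Poisson likelihood ratio test, the MA-plot model of DEGseq written out in Python, the exact test of edgeR with an assumed biological coefficient of variation of 0.2 or 0.4, TMM effective library sizes, a minimum of 10 reads in the compared libraries together, adjustment over all detected genes, a ratio of at least 4, an FDR of 0.05, 0.5 read added to every count, the absolute log2 ratio in place of the relative difference, and thinning of all libraries to the smallest total. The smallest total was that of the reads on genes in B. carinata. For detection the alternatives were at least 5 reads or an RPKM of at least 1. For the midparent value they were weights of 1:2, the weights of a 1:2 RNA mixture and pooled parental reads, and for GO terms a background of genes with at least 30 reads. The number of TCP genes by annotation was added after the data had been seen.

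Computations used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1, R 4.3.3 with edgeR 4.0.16 for the TMM factors, and matplotlib 3.10.9 for figures. The pipeline was tested on simulated data, in which 0 of 200 genes changed by a ratio of 1.5, 148 of 200 (74.0%) changed by 3 and 188 of 200 (94.0%) changed by 8 were called, with 0 in the wrong direction. KEGG pathways were left out because pathway assignments are not in the files analysed here, and the target genes of TCP factors because their list is not among them. Second-level GO classes were left out because the files carry only directly assigned terms.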

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

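The paper does not report a comparison of the parents with each other. The libraries of B. rapa and B. carinata were compared because they are the scale on which the Brassica hexaploid is read. In the exact Audic-Claverie test with Benjamini-Hochberg adjustment, 7056 of 31739 genes (22.2%) were DEGs between them, 3863 higher in B. rapa and 3193 higher in B. carinata, in 1 library each and without replicates. The largest differences among genes with at least 10 reads in both were a log2 ratio of B. carinata to B. rapa of 6.95 in Bra023798, annotated as ELIP (22 reads in B. rapa, 1764 in B. carinata), and of -6.35 in Bra021965, annotated as abscisic acid 8'-hydroxylase CYP707A3 (1517 and 12 reads). Next were 6.77 in Bra003426, annotated as a transketolase-like protein, and -5.73 in Bra034556, annotated as a disease resistance protein. Differences between lines and between libraries cannot be separated, because each line is a single library.

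Technical explanations weigh heavily here. All reads were aligned to the genome of B. rapa with at most 2 mismatches, and 70.35% of the B. rapa reads but 46.20% of the B. carinata reads mapped uniquely, so genes of B. carinata that diverge from those of B. rapa may lose reads and appear lower in B. carinata. This explanation was not tested by itself, since unmapped reads and sequences were not available. Because the RPKM is scaled to the reads on genes, a gene that loses few reads may also appear higher in B. carinata. Loss of reads in mapping may thus bear on the 3193 genes higher in B. carinata as well. Reads of the B and C copies of a gene also fall on a single B. rapa gene. Read depth had a small part, as thinning to the smallest total left 6545 DEGs B. rapa vs B. carinata. TMM effective library sizes gave 7058. The TMM factors were 1.014 for B. rapa and 1.018 for B. carinata, so that number could hardly move. TMM thus found little difference in composition between these libraries, and other effects of composition were not tested. An assumed biological coefficient of variation of 0.2 gave 2802 and of 0.4 gave 431. The biological explanation that the design gives is a difference between the species, and it cannot be told apart from the loss of reads in mapping or from variation between plants.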

How the results depend on the processing

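The alternatives were fixed before the processed files arrived, apart from the TCP genes by annotation. A headline number was counted as the same if it lay within a factor of 1.5 of the main value. The share of DEGs with larger relative difference was counted so if it lay inside its Wilson interval. By this rule 72 of 104 headline rows stayed the same and 32 moved. No headline result kept exactly its main value under every alternative. The number of detected genes, 32642, stayed within a factor of 1.5 throughout, at 27475 with at least 5 reads, 27184 with an RPKM of at least 1 and 32308 after thinning.

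An assumed biological coefficient of variation of 0.4 in the exact test of edgeR had the largest effect. It left 189 DEGs hexaploid vs B. rapa, 114 DEGs hexaploid vs B. carinata, 289 DEGs in either comparison, 14 DEGs in both comparisons, an excess of DEGs against B. rapa over B. carinata of 75, a share of DEGs with larger relative difference against B. rapa of 57.63%, 27 nonadditive genes, 431 DEGs B. rapa vs B. carinata, 10 DE transcription factor and methyltransferase genes and 15 enriched GO terms (Enriched KEGG pathways or GO terms). A coefficient of 0.2 gave, in the same order without the terms, 1521, 1053, 2330, 244, 468, 58.48%, 420, 2802 and 77. The main test holds sampling noise alone, and a variation between libraries of this size could remove most DEGs. No replicates exist to measure it.

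A ratio of at least 4 gave, in that order, 2192, 1556, 3359, 389, 636, 58.15%, 890, 3469 and 97, since most DEGs lie between ratios of 2 and 4. An FDR of 0.05 moved DEGs in both comparisons to 2194, the share of DEGs with larger relative difference against B. rapa to 59.05% and nonadditive genes to 3815. Thinning to the smallest total moved that share to 58.52%, as it removes reads from B. rapa most. Under every alternative the excess stayed positive and the share above an even split.

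Reversals were confined to named genes with log2 ratios near 0, none of them a DEG in that comparison. They were Bra004223, hexaploid vs B. rapa, at -0.07897 after thinning (main 0.2275), Bra011417, hexaploid vs B. carinata, at -0.05474 after thinning (main 0.0310), and with TMM effective library sizes Bra004788, hexaploid vs B. rapa, at 0.01100 (main -0.0558), Bra036333, hexaploid vs B. carinata, at 0.02743 (main -0.0449), and Bra031937, hexaploid vs B. rapa, at 0.03203 (main -0.0347). Thinning redraws few reads, and TMM raises all ratios of the Brassica hexaploid slightly. Of 1361 other rows, 1189 stayed the same, 118 moved, 39 were weaker, 10 were stronger and 5 reversed.

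Depth limits genes with few reads. Against 0 reads, at least 11 reads in the Brassica hexaploid were needed for an FDR of 0.001 in the comparison with B. rapa and 15 in that with B. carinata, and 4817 genes of the Brassica hexaploid had 1 to 4 reads. The replicate block was not run because each line has 1 library. Leaving out replicates and regrouping the samples were not possible for the same reason. The TCP genes by annotation, chosen after seeing the data, gave 3 DEGs in place of 5.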

Differences from the paper's values

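For nonadditive DEGs of group 3 the paper gives 43 genes and the value here was 71. Among the alternatives set before the files arrived, TMM effective library sizes (64), a minimum of 10 reads in the compared libraries together (58), thinning to the smallest total (54) and pooled parental reads (55) came within the margin. The Poisson likelihood ratio test (76), the MA-plot model of DEGseq (77), an assumed biological coefficient of variation of 0.2 (8) or 0.4 (1), adjustment over all detected genes (71), a ratio of at least 4 (28), an FDR of 0.05 (130), midparent weights of 1:2 (160) and the weights of a 1:2 RNA mixture (105) did not. These are the values of Nonadditive genes in group 3.

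For relative differences of zero the paper gives 52 genes and the value here was 27. No alternative was set for this number. Over the paper's own lists of DEGs it was 29.

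The paper counts Bra006616 among the TCP genes higher in the Brassica hexaploid than in B. rapa. Its log2 ratio was 1.07 with an adjusted p of 0.0011 in the exact Audic-Claverie test, above the FDR of 0.001, and it passed with the Poisson likelihood ratio test, the MA-plot model of DEGseq, TMM effective library sizes, a minimum of 10 reads and an FDR of 0.05. The paper's statements on GO terms are not listed here. The files carry only directly assigned terms, and their numbers leave out genes assigned to terms below them.

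According to the paper the number of detected genes stopped rising at a depth of 2000000 reads. From the deposited reads per gene, 13.2%, 15.3% and 14.4% of the detected genes of B. rapa, B. carinata and the Brassica hexaploid were gained beyond that depth.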

Other observations

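The excess of DEGs against B. rapa, with 1.447 times as many as against B. carinata, was examined for technical explanations with predictions written before each test. If the greater depth of the B. rapa library were the source, thinning to the smallest total should bring the ratio of the DEG numbers below 1.1, and it was 1.307. If library composition were the source, TMM effective library sizes should do so, and the ratio was 1.430. A further explanation is dosage with mapping, in which RNA of the parents is added in the ratio 1:2 of their genomes and each part keeps its mapped share. In 20 draws of such an additive mixture at the depth of the Brassica hexaploid library, the median ratio was 1.777 (1.724 to 1.813), with 2175.5 DEGs against B. rapa and 1224.5 against B. carinata, and 84.8% of the relative differences were larger against B. rapa. The prediction of this explanation, a ratio at least as large as the real one, was met. The weight of B. rapa in the mapped reads of the mixture was 0.432, which places the mixture nearer B. carinata. A ratio above 1 was therefore largely built in, and the test concerned its size only. Dosage with mapping may contribute to the ratio above 1, while the mixture differed from the data in other respects. The data had 5206 DEGs against B. rapa, 3598 against B. carinata and 7451 in either comparison, where the mixture had 2930 in either, and 60.7% of the relative differences were larger against B. rapa. The mixture had 0 genes above and 0 below both parents, where the data had 639 and 321, although addition leaves almost no room for such genes. Addition alone thus did not give the pattern of the data, and how much of the excess comes from dosage was not measured. The mixture holds no variation between plants, which may add DEGs of its own.

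Nonadditive expression was examined in the same way, with predictions written before the tests. The weights of a 1:2 RNA mixture left 2417 of 2441 nonadditive genes, where equal weights as the source predicted a drop by a factor above 1.5. That number had little room to move, since the weight of B. rapa in the mapped reads of the mixture was 0.432, near the 0.5 of the midparent value. Weights of 1:2 lie further from 0.5. They moved nonadditive genes of group 3 from 71 to 160 but left 2450 nonadditive genes. This argues against equal weights as the source of the number. Sampling noise in the additive mixture gave 0 nonadditive genes in each of 20 draws, against 2441 in the data. The mean of the mixture lies near the midparent value, so only sampling could have given such genes. The 0 argues against the sampling of hexaploid reads from such a mixture as the source. The separate sampling errors of the parents are not carried by the test and stay open. Variation between plants and the loss of reads in mapping were not excluded, and an assumed biological coefficient of variation of 0.4 left 27 nonadditive genes.

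More genes were above both parents than below both, 639 against 321 or a ratio of 1.991. TMM effective library sizes raised the ratio to 2.708, where composition as the source predicted less than 1.1. Loss of reads in mapping may place a gene near 0 in a parent and leave more room above than below. Among genes with at least 100 reads in each parent the ratio was 0.4188 (67 against 160), which met the prediction of this explanation. That choice favors genes lower in the Brassica hexaploid, however, so a further test chose genes by at least 300 reads over the 3 libraries together, with its prediction written only after the first result was seen. The ratio was 1.167 (203 against 174), above the 1.1 of its prediction. This choice also favors genes below both parents, which are high in 2 of the 3 libraries, while genes above both are high in 1. Neither choice of genes is free of the direction of the change, so the loss of reads in mapping was not tested fairly by either, and whether the surplus is biological or technical remains open.

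The mapped share of the Brassica hexaploid lay between those of the parents, and a hypothesis was tested that the parents contributed RNA in the ratio 1:2 of their genomes. Genes with at least 100 reads in B. rapa and 0 in B. carinata (54 genes) had a median RPKM ratio of the Brassica hexaploid to B. rapa of 0.4228, inside the range from 0.38 to 0.48 predicted before the test, with quartiles of 0.069 and 0.674. Genes read in B. carinata and not in B. rapa (36 genes) had a median ratio to B. carinata of 0.520, where the mixture gives 0.568, with quartiles of 0.239 and 0.658. The weight of B. rapa that gives the uniquely mapped share of the Brassica hexaploid was 0.3306, within the 0.03 of its prediction, which was written after the mapped shares had been seen. These values are consistent with addition of RNA by genome number, but the quartiles are wide and each value comes from 1 library.

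The annotation in the files names none (0) of 301 genes that Table S6 lists in 13 families by the family they are listed in. This was noticed in the data, and 3 explanations were tested. If annotations had been attached to the wrong genes in the files, genes annotated as ABC transporters and as ribosomal proteins should be of similar length, and their median lengths of 2191.5 and 486 bp gave a ratio of 4.509, against that explanation. If the list used another numbering of genes, its identifiers might end early, and the largest was 14183 where the files reach 41173, a share of 0.3445, as predicted before the test. Table S7 reaches 40992. Listed genes named transcription or DNA binding in 10.7% of cases and other genes in 8.60% (p = 0.07510, Fisher exact test), a prediction written after the mismatch was seen and met by the data. A candidate explanation is that the identifiers of Table S6 follow another numbering than those of the files, which no file here can decide. The alternative of choosing TCP genes by annotation gave 12 genes with 3 DEGs, all against B. carinata. Of these, Bra001579 (338 reads in B. carinata, 142 in the Brassica hexaploid) and Bra021586 (78 and 33) were lower and Bra005984 (67 and 299) was higher. Among the families by annotation, the share of DEGs was highest in ARF, with 8 of 17 genes (47.1%). ERF, with 29 of 77 (37.7%), and WRKY, with 35 of 94 (37.2%), came next. The lowest shares were in HSF, with 4 of 27 (14.8%), and MIKC, with 12 of 65 (18.5%). No difference from other genes was tested. The WRKY genes had 25 up and 0 down against B. carinata. No biological explanation of the mismatch was tested.

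Over the 3 comparisons together, 22940 genes (70.3%) were DEGs in none. Where the parents differed, the Brassica hexaploid was a DEG against neither for 2251 genes, only against B. carinata for 1634, only against B. rapa for 2592 and between the parents as a DEG against both for 393.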
